# Overweight Mice Show Coordinated Homeostatic and Hedonic Transcriptional Response across Brain

**DOI:** 10.1523/ENEURO.0287-18.2018

**Published:** 2019-01-08

**Authors:** I. De Toma, I. E. Grabowicz, M. Fructuoso, D. Trujillano, B. Wilczyński, M. Dierssen

**Keywords:** chromatin, gene expression, hedonic and homeostatic responses, obesity, TADs

## Abstract

Obesogenic diets lead to overeating and obesity by inducing the expression of genes involved in hedonic and homeostatic responses in specific brain regions. However, how the effects on gene expression are coordinated in the brain so far remains largely unknown. In our study, we provided mice with access to energy-dense diet, which induced overeating and overweight, and we explored the transcriptome changes across the main regions involved in feeding and energy balance: hypothalamus, frontal cortex, and striatum. Interestingly, we detected two regulatory processes: a switch-like regulation with differentially expressed (DE) genes changing over 1.5-fold and “fine-tuned” subtler changes of genes whose levels correlated with body weight and behavioral changes. We found that genes in both categories were positioned within specific topologically associated domains (TADs), which were often differently regulated across different brain regions. These TADs were enriched in genes relevant for the physiological and behavioral observed changes. Our results suggest that chromatin structure coordinates diet-dependent transcriptional regulation.

## Significance Statement

Mice fed with free-choice access to chocolate mixture (CM) become overweight and compulsive, recapitulating what happens during obesity. For the first time, we correlated these physical and behavioual changes with the transcriptome in the frontal cortex and the striatum, involved in the hedonic “liking” associated to eating, and the hypothalamus, involved in the homeostasic regulation of food intake. We detected two groups of genes: some transcript were strongly deregulated in term of fold changes, while others were only subtly deregulated but were especially correlating with measurements associated with body weight and compulsivity. These genes were not randomly distributed but were positioned in chromatin domains, many of which rich in genes differentially coregulated across brain areas.

## Introduction

Overeating, leading to obesity, is a serious concern in developed countries. Obesity is a major public health threat leading to related diseases such as Type II diabetes or atherosclerosis, and increasing mortality (Di Angelantonio et al., 2016). The brain circuitry controlling eating in humans, and participating in obesity development, is modulated not only by homeostatic mechanisms regulating food intake and energy expenditure but also by reward, emotion/memory, attention, and cognitive systems (Saper et al., 2002). Those mechanisms are non-homeostatic with regard to the body’s metabolism and energetic balance and may lead to addictive-like behaviors, such as compulsive overeating and inflexibility on obesity development (Lee et al., 2012), and act as potent drivers of food seeking (Kenny, 2011). The hypothalamus controls the energy-driven component of feeding behavior, while other regions, such as the frontal cortex and the striatum, control reward-related aspects of food intake. These “metabolic” and “hedonic” brain areas need to be coordinated to allow a proper ingestive behavior and a balanced energy intake (Berthoud, 2012) and would be affected by facilitated access to energy-dense and palatable food (Berridge et al., 2010). This coordination among distant brain areas naturally uses multiple mechanisms, including cell-to-cell signaling and long-range projections among different brain regions (Atasoy et al., 2012; Sweeney and Yang, 2017). However, it also requires coordinated transcriptional regulation in various brain regions (Fenselau et al., 2017). Much of the transcriptional response associated to overeating remains to be studied, and the relational patterns in gene expression changes among different metabolic and hedonic-related brain regions are unknown.

One possibility would be that this regulation takes place in the context of topologically associated domains (TADs). TADs are chromosomal domains evolutionarily conserved across tissues and species. The genes present in TADs usually exhibit similar expression profiles (Dixon et al., 2012), forming coregulated clusters (Nora et al., 2012). Thus, we propose that the TAD structure orchestrates the gene expression changes across different brain regions, allowing both a coordinated and region-specific response across different brain regions.

Here, we explored the transcriptional profiles of frontal cortex, striatum, and hypothalamus, key brain areas involved in overeating, in mice fed with free choice of a high palatable and energy-dense diet, a model for overeating and unhealthy food consumption. We also measured physical and behavioral parameters to correlate them with transcriptional changes. Once we detected the genes changing their expression levels and correlating with body weight and behavior, we explored their distribution on TADs across brain regions.

## Materials and Methods

### Animals

We used sixteen C57BL/6 (Charles River) female mice, of five weeks of age at the beginning of the experiments. Mice were housed in individually ventilated cages (IVCs; Tecniplast) and PheCOMP cages (Multitake model, Panlab) in the Animal Facilities of the Barcelona Biomedical Research Park (PRBB, Barcelona, Spain) in controlled laboratory conditions with the temperature maintained at 22 ± 1°C and humidity at 55 ± 10% on a 12/12 h light/dark cycle (lights off 8 P.M.). Food and water were available *ad libitum*. Animal procedures were conducted in accordance with the local (law 32/2007) and European regulations (EU directive n° 86/609, EU decree 2001-486) and the Standards for Use of Laboratory Animals n° A5388-01 (NIH).

### Diet-induced weight gain

All mice were habituated to their cages for one week provided with food and water *ad libitum*. Then, they were allocated to the group receiving standard chow (SC) or chocolate mixture (CM), balanced by body weight and housed individually in special metabolic cages (see Feeding behavior analysis). During eight weeks, SC mice had access to SC mouse diet (Trans 23 diet, Mucedola) providing 10870 kJ/kg, and CM mice had a free choice access to SC and to a CM consisting of an equal weight of Mars, Bounty, Snickers, and Milka prepared as homogenous food pellets following a protocol previously described (Heyne et al., 2009). The chocolate provides 20595 kJ/kg with 52% of its energy from carbohydrate, 17% from protein, and 24% from fat. The experimental schedule is shown in Extended Data Figure 1-1.

10.1523/ENEURO.0287-18.2018.f1-1 Extended Data 1-1 Table with the behavioral and physical data collected. Download Extended Data 1-1, CSV file.

### Feeding behavior analysis

We used the PheCOMP multi-take metabolism cages (Panlab-Harvard Instruments) to obtain fine grain data for individualized mouse including the grams of food consumed, the number of meal events and the temporal distribution of the feeding bouts in a continuous recording (Espinosa-Carrasco et al., 2018). The system contains two foods dispensers. SC mice received standard rodent chow (SC) in both, whereas CM mice had one dispenser with SC and the other with CM. The location of each dispenser was counterbalanced between cages. From the quantitative data obtained by the PheCOMP cages, we calculated the energy intake, measured by multiplying the known energy content (kJ/g) of individual foods by the amount of food consumed. The eating rate (kJ/s) was obtained using the COMPULSE software (Panlab-Harvard Instruments).

### Test battery for the study of compulsivity

Tests were performed in a set order designed to minimize the effect of testing on following tests and with sufficient intertest intervals to provide an opportunity for the mouse to reestablish its previous feeding behavior and relieve any test-induced stress. The free-choice diet was suspended only during the “limited access to CM” and “CM adulteration” tests (5 d in total). Thereafter, the initial diet was reintroduced during 6 d, before the animals were killed.

### Temporally limited access to CM

We used limited access to CM to measure the binge-like behavior, as readout of compulsion induced by restricted access to the preferred food. SC and water were provided *ad libitum*. Access to CM was restricted to 1 h/d during the middle of the light phase for three consecutive days (Heyne et al., 2009). SC mice were also provided with CM during this hour. In CM mice, we compared the CM consumed during the period of access with the CM consumed in non-limited conditions. This value was obtained as the mean of 3 d of CM intake during the previous week of the battery of tests, at the same time (between 2 and 3 P.M.).

### CM adulteration

Chocolate adulteration provides information concerning flexibility of food intake under aversive conditions. Mice were given a free choice between SC and a pellet of the CM adulterated with quinine hydrochloride (Sigma-Aldrich) 1-g/kg food to give it a bitter taste. According to Heyne et al. (2009), flexible mice will avoid or decrease the intake of CM.

### Nestlet shredding test and grooming behavior

Mice were given a cotton square (Ancare) in their home cage under food-deprived conditions (water was still provided *ad libitum*) for 30 min during the middle of the light phase. The cotton was weighed before and after the test to provide a measure of nesting ability based on the amount of material the mouse had used to nestlet (Deacon, 2006). The grooming behavior was recorded (Biobserve), and the number and length of events were quantified by an investigator blind to the experimental condition.

### Statistical analysis of behavior

Repeated measures ANOVA was used for the comparison of the body weight evolution across the experimental weeks. Differences were considered significant at *p* < 0.05. All results are expressed in mean ± SEM. The statistical analysis was performed using the Statistical Package for Social Science program SPSS 12.0 (SPSS Inc).

### Gene expression

Frontal cortex, striatum, and hypothalamus, from SC and CM groups, were dissected on completion of an 11-d test battery and total RNAs extracted with QIAGEN’s RNeasy mini kit for hybridization with Agilent’s gene expression arrays (SurePrint G3 Mouse GE 8x60K array v1).

Cyanine-3 (Cy3)-labeled cRNA was prepared from 100 ng of total RNA using the LowInputQuick Amp Labeling kit Agilent 5190-2305 according to the manufacturer’s instructions, followed by RNAeasy column purification (QIAGEN). Dye incorporation and cRNA yield were checked with the NanoDrop ND-1000 Spectrophotometer.

After fragmentation, 600 ng of labeled cRNA from each sample was hybridized in *in situ* hybridization oven (Agilent) for 17 h at 65°C and washed during 1 min at room temperature in Gene Expression Wash buffer 1 (Agilent) and 1 min at 37°C with Gene Expression Wash buffer 2 (Agilent).

Scanned on an Agilent G2539A scanner at 3-μm resolution and 100% PMT. The intensity data of each individual hybridization were extracted and the quality was assessed with the Feature Extraction software 10.7 (Agilent). The intensity data of each individual hybridization were extracted, and the quality was assessed with the Feature Extraction software 10.7 (Agilent).

### Bioinformatic analysis

Intensity values were imported into R using the limma function read.maimages (Ritchie et al., 2015). Samples were background corrected and normalised using the normexp normalization: a convolution of normal and exponential distributions is fitted to the foreground intensities using the background intensities as a covariate, and the expected signal given the observed foreground becomes the corrected intensity (Shi et al., 2010). This results in a smooth monotonic transformation of the background subtracted intensities such that all the corrected intensities are positive. Background has been computed from the 95th percentile of the intensity of the negative control probes on each array, keeping probes that are at least 10% higher than the negative controls on at least four arrays (because there are four biological replicates). Values for within-array replicate probes are replaced with their average to have a “one value – one gene” matrix. We fitted a linear model by using both brain areas and diet as covariates, blocking for the mouse for taking into consideration the same provenance of the three brain regions. The values of the moderated *t* statistics were corrected for multiple-testing using the Benjamini–Hochberg correction (Benjamini and Hochberg, 1995).

Multidimensional scaling was performed using the limma plotMDS function. The distance between each pair of samples is the root mean square deviation for the top 500 genes (selected for each pair of samples). Distances on the plot can be interpreted as leading log2 fold change (log2FC), meaning the typical (root mean square) log2FC between the samples for the genes that distinguish those samples (Ritchie et al., 2015).

We used the matplotlib_venn python module and gplots R package (Warnes et al., 2016) for drawing the overlaps, and we assessed the significance of the overlaps with the Fisher’s exact test.

Probes were converted to entrez identifier by using the biomaRt package (Durinck et al., 2009) and gene ontology and pathway analysis were performed with the clusterProfiler package (Yu et al., 2012).

### Correlation with behavioral data

We correlated each of the gene expression microarray intensities with body weight and the behavioral data measured in our mice. Since we were interested both in the final body weight and in its increase, we performed a principal component analysis (PCA) with these two variables and extracted for each mouse the resulting values of principal component 1 to combine those variables in a unique measurement (Extended Data Fig. 3-1*C*). Similarly, we combined through PCA six other variables to have a unique measurement of compulsivity: grooming; nesting; the energy rate from days 1, 2, 3; and from the quinine adulteration test (Extended Data Fig. 3-1*B–F*). The variables within these two sets were correlated with the gene expression values. After this analysis, we finally selected five parameters to correlate: two set of PC1 values, body weight and compulsivity, and three behavioral measurements inflexibility, energy intake, and eating rate. We selected for further analyses only the correlating microarray probes changing between SC and CM mice at least by 10% and whose adjusted *p* value on *z* Fisher correction was lower than 0.05.

### Testing whether the gene expression fold changes fitted the TAD segmentation profile

We mapped genes with the Entrez identifiers using BiomaRt (Ensembl archive May, 2017) to the TAD borders as defined in Dixon et al. (2012) for cerebral cortex. TADs borders were defined using a Directionality Index method (Dixon et al., 2012). To test whether there was agreement between the differential expression profile in the three studied brain regions and the TAD segmentation, we performed three types of *in silico* permutation testing (Extended Data Fig. 4-1*A*). For the tests, we selected only the genes that were clustered within TADs containing five or more genes. In the first approach, genes were reassigned to random TADs; however, maintaining original gene numbers in particular TADs and using only the genes, which were within TADs in the original case. Second type of permutation involved changing borders of TADs by permuting the collection of pairs of TAD’s length + distance to the next TAD downstream, maintaining the original gene localizations on chromosomes. Each type of permutations was made 1000 times, and each time, Kruskal–Wallis test was performed. Finally, the *H* statistics from original data were compared with the averaged values from the permuted *H* statistics as well as compared with the decreasing rank of the permuted *H* values.

### Selecting regulated TADs

We defined as regulated TADs the TADs with a significantly higher number of DE or correlating genes across the three brain areas. Once mapped these genes to TADs, we used the PowerLaw R Package to check what kind of heavy-tail distribution the number of regulated genes per TAD approximated. We compared Poisson, Power-law, exponential, and log normal, finally selecting the log normal to select the TADs whose probability of finding by chance another TAD with a higher number of regulated genes was lower than 0.05.

### Testing whether responsive genes are coregulated within regulated TADs

To test whether the DE and correlating genes contained in regulated TADs clustered according to their fold change (e.g., upregulated genes in certain TADs, downregulated genes in other TADs), we performed a permutation test. We considered as responsive genes each gene DE or correlating. Our rationale was that in case of an equal number of upregulated and downregulated genes, if genes were randomly distributed along TADs, the difference between the number of upregulated and the number of downregulated genes had to be on average 0, while if the contrary were true, we would expect both TADs with a positive difference (more upregulated genes) and with a negative difference (more downregulated genes). Therefore, first we computed the absolute value of the differences between the number of upregulated and downregulated responsive genes for each TAD, and then we calculated the average observed deviation per regulated TAD, in each brain region. We then randomly shuffled 1000 times the responsive genes maintaining the number of genes per TAD fixed and recalculated the average deviations in each region. The *p* value was given by summing how many times we observed by chance (in the permuted datasets) a higher deviation than what observed in our data +1, divided by the number of permutation +1. Using only responsive genes for reassigning genes to regulated TADs, we assured that our results were significantly different from what expected by chance for a given pattern of fold changes. For instance, if upregulated genes among responsive were naturally more numerous, we would expect higher deviation from zero even if these genes were randomly distributed across regulated TADs, and therefore we took into account this higher probability of reassigning an upregulated gene in our permutations.

All the code for the bioinformatic analysis is reported as supplementary code used in this article 1-1. Analyses were performed with R version 3.5.0 (2018-04-23). Platform: x86_64-apple-darwin15.6.0 (64-bit). Running under: macOS High Sierra 10.13.4.

10.1523/ENEURO.0287-18.2018.f1 Extended Data 1 Zip file containing the R mark Down file with the code to reproduce all the analyses performed in R. Download Extended Data 1, ZIP file.

### Contact map

Contact-map was created using visualization tool DiffTAD (Zaborowski and Wilczynski, 2016), and the chromatin contacts data (TAD borders) come from the Hi-C experiment performed by Dixon et al. (2012).

### Data availability

Data have been uploaded on GEO with the reference GSE100012. The code to reproduce the analysis is available on Bitucket at https://bitbucket.org/ilario_de_toma/freechoice.

## Results

### Free access to chocolate induces overweight and compulsive overeating

To investigate the effect of our experimental design on the brain transcriptome, we performed *in vivo* experiments and took measuraments from eight mice given free access to CM and SC (CM mice; Fig. 1*A*,*B*) and eight mice receiving SC (SC mice). CM mice increased their body weight on CM access (repeated measures ANOVA, *F*_(1,14)_ = 19.30; *p* = 0.001), whereas SC mice did not significantly change their weight along the experiment (Fig. 1*C*). There is a slight increase of body weight in both experimental groups during the first weeks, possibly reflecting the normal growth curve, but after eight weeks of free CM access, body weight was significantly higher in the CM group only. We also measured behavioral parameters to correlate them with transcriptional changes. The test battery included limited access to the chocolate, quinine test, nest building test (Fig. 1*B*). Moreover, we monitored in both groups the energy intake (kJ/kg), eating rate (mg/s), food intake during limited access and quinine test (g/kg of body weight/h), and grams of cotton in the nest building test, and the grooming time (s). We then checked whether these measurements were able to separate SC from CM mice using PCA (Fig. 1*D*). Interestingly, behavioral variables contributed to the separation of SC and CM mice along PC1, as much or even more than body weight related variables, suggesting that body weight changes in CM mice are accompanied by strong behavioral changes. Raw behavioral data are accessible in supplementary code used in this article 1-1.

**Figure 1.**
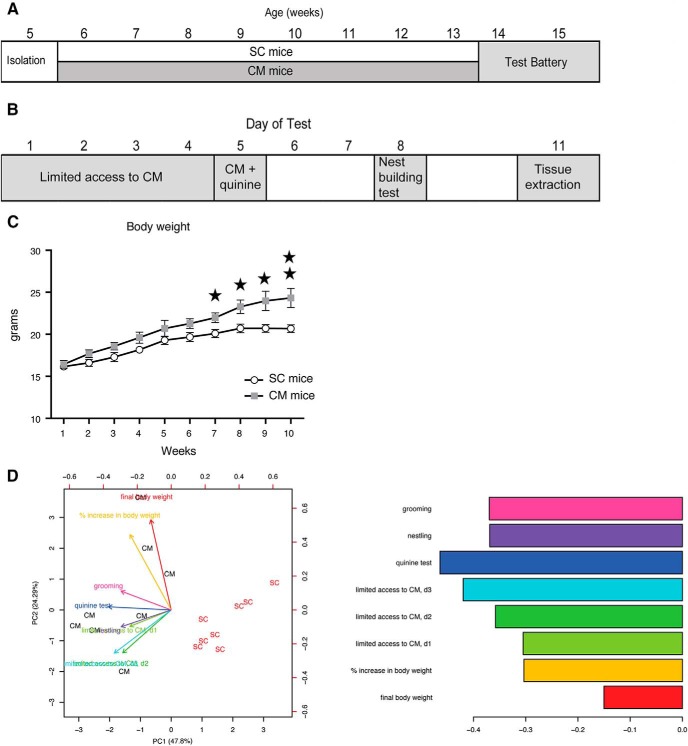
Free-access to a CM leads to body weight gain. ***A***, Experimental schedule showing the age of mice along the experiment. Note that during the test battery animals continued receiving the same diet as during the weight gain phase (6–15 weeks of age). ***B***, Detail of the standardized testing battery used and the days of administration of each test. ***C***, Body weight (in g) changes with time in SC (white circles) and CM (gray squares) mice along the 10 weeks of the experiment. ***D***, Biplot of PCA on SC and CM mice using bodyweight and eating-related behavioral variables indicated by colored arrows (left panel). Barplot showing the contribution of the variables to principal component 1 (right panel). Obesity was defined by the variables final body weight and percentage of body weight gain; compulsivity was evaluated by the CM intake during the 3 d of limited CM access, nest building behavior, and grooming; inflexibility was explained by the amount of CM consumed in the quinine test. d1: day1; d2: day2; d3: day3.

### Transcriptional responses can be clustered by brain region and diet

We performed a microarray experiment to assess the effect of our experimental design on the transcriptional profile of three brain areas: the frontal cortex, the striatum, and the hypothalamus (four animals per group). 

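The data are one-color Agilent arrays, on which labeled RNA of 1 sample is hybridized to 62976 spots, 59305 of them outside the controls and 308 of them negative controls. RNA came from the frontal cortex (FC), striatum (ST) and hypothalamus (HT) of female C57BL/6 mice that had received standard chow (SC) or a free choice of chow and chocolate mixture (CM) for 8 weeks. Here 23 arrays were analyzed, 4 SC and 4 CM arrays of ST, 4 SC and 4 CM arrays of HT, and 4 SC and 3 CM arrays of FC. A CM frontal cortex array of the mouse labeled O52 was not used here. The sample labels name the HT arrays as thalamic, whereas the paper and the authors' code name them hypothalamic, and the paper's name is kept. The number of spots that the scanner software marked as well above background was between 36432 and 38472 (median 37598.5) on the SC FC arrays and between 41481 and 42261 (median 42095) on the CM FC arrays. It was between 38191 and 39380 (median 38754) for SC ST, between 37244 and 39008 (median 38239.5) for CM ST, between 40330 and 42232 (median 40759) for SC HT and between 38846 and 41191 (median 40133.5) for CM HT. No spot outside the controls was marked as saturated. The number of arrays limits the precision of every value. The arrays lay on 3 slides that were scanned on 1 day. All CM FC arrays were on slide 3, all CM ST arrays on slide 1 and all CM HT arrays on slide 2. Of the SC arrays, 3 of FC were on slide 1 and 1 (mouse L52) on slide 2. For ST, 1 SC array was on slide 1 (L52), 2 were on slide 2 (L54, L56) and 1 was on slide 3 (L58). For HT, 3 SC arrays were on slide 3 and 1 (L58) was on slide 2. The authors deposited the scanner output, with spot brightness as linear intensities, and a table of their normalized log2 values. From the median spot intensities the same steps were rebuilt with the limma package, namely normexp background correction without an offset, quantile normalization, a filter and averaging by transcript identifier. The filter kept probes above 1.1 times the 95th percentile of the negative controls, on the log2 scale, on at least 4 arrays. The values of the probes that were left differed from the authors' deposited log2 table by at most 5e-09. One linear model with 6 group means, array weights and the mouse as a random block gave the CM-SC contrasts, with Benjamini-Hochberg adjustment. Log2 fold changes are those of this weighted fit, and can differ from the difference of the plain group means. The SC arrays alone of their group on a slide had weights of 0.31 (FC, L52), 0.27 (ST, L52), 0.22 (ST, L58) and 0.65 (HT, L58). The weights of the CM arrays lay between 0.90 and 2.74. The within-mouse correlation was -0.0398. As in the paper, differentially expressed (DE) probes had to change at least 2-fold with an adjusted p under 0.01 in FC and ST, and at least 1.5-fold with an adjusted p under 0.05 in HT. Where the dimmer group was not well above background on every array, a fold change is given as a lower bound, the bright group's mean against, on each dim array, the higher of the probe's own value and the lowest value among probes well above background.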

Multidimensional scaling showed that the first leading dimension is mainly separating the hypothalamus from the frontal cortex and the striatum, indicating that the hypothalamic transcriptional profile diverges significantly from that of the striatum and frontal cortex, while the second dimension is further separating the frontal cortex from the striatum and, less perfectly, SC from CM mice (Fig. 2*A*).

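On the first dimension of the multidimensional scaling, which is in units of leading log2 fold change, the HT arrays lay between 1.30 and 1.89, the ST arrays between -1.24 and -0.23 and the FC arrays between -1.23 and -0.85. On the second dimension, SC FC arrays averaged -0.59 ± 0.56 (SD, n = 4) and CM FC arrays -1.27 ± 0.45 (SD, n = 3). The CM-SC difference was -0.68, and other splits of the arrays gave differences as large (two-sided exact permutation test over 35 splits, p = 0.171). For ST the means were 0.70 ± 0.43 (SD, n = 4) for SC and 1.16 ± 0.34 (SD, n = 4) for CM. Differences as large as the 0.47 seen here also came from other splits (exact permutation test over 70 splits, p = 0.171). For HT the difference was -0.05 (exact permutation test, p = 0.771). The SC FC array on slide 2 (L52) lay at -1.43, apart from the other SC FC arrays at -0.35 to -0.29. After the slide effects of a blocked fit had been subtracted, the differences were -0.34 for FC, -0.04 for ST and 0.15 for HT. From the separation along the first dimension, the paper concludes that the hypothalamic profile diverges from those of the striatum and frontal cortex.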

**Figure 2.**
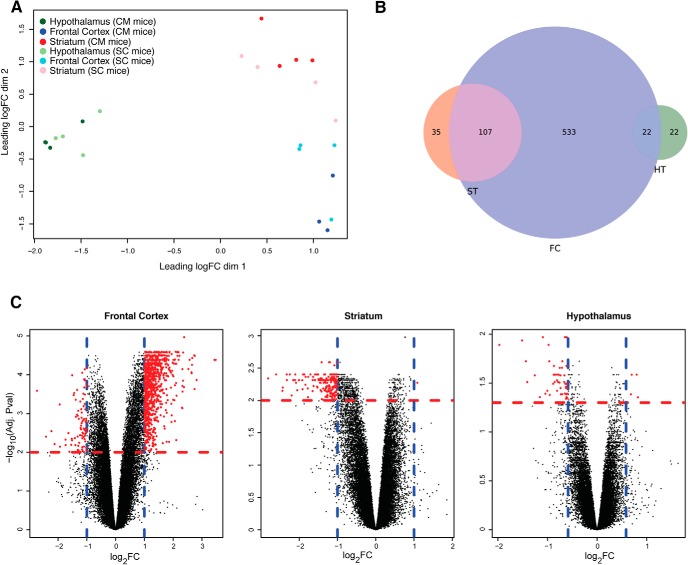
Differential expression analysis reveals that different brain areas present different transcriptional profiles when comparing SC and CM mice. ***A***, Multidimensional scaling plot with the top 500 most variable intergroup probes. HT indicates the hypothalamic region (green dots), ST the striatum region (red dots), FC the frontal cortex (blue dots), SC mice are represented with light colors, CM mice are colored in dark colors. ***B***, Venn diagram showing the overlap among DE genes used for the enrichment analysis in the three brain areas (absolute fold change ≥1.5, adjusted *p* < 0.05 for hypothalamus, absolute fold change ≥2 and adjusted *p* < 0.01 for the frontal cortex and the striatum). Colors represent the same brain areas as in ***A***. Circles’ areas are proportional to the gene counts. ***C***, Volcano plots for the three brain areas, on the *x*-axis log2 (fold changes), on the *y*-axis the significance (-log_10_ of the adjusted *p* value). Blue lines mark fold changes thresholds, red lines significance threshold. Each dot corresponds to a probe. Significant probes are marked in red.

When assessing the CM-SC contrast with a linear model, we found 662 differentially expressed (DE) genes on CM diet in the frontal cortex, 142 in the striatum, and 44 in the hypothalamus on setting specific threshold of fold changes and adjusted *p* value (Fig. 2*B*,*C*). 

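At the thresholds above, limma called 922 DE probes in FC, of which 834 were higher and 88 lower in CM mice. In ST it called 189, of which 1 was higher and 188 lower, and in HT 56, of which 4 were higher and 52 lower. Through the reference gene table, the DE probes matched 415 gene identifiers in FC, 72 in ST and 25 in HT. Of all tested identifiers, 20207 (64.4%) matched such a gene. On adjusted p under 0.05 alone, 8978 probes passed in FC, 3082 in ST and 135 in HT. The dimmer group was not well above background on at least 1 array for 414 FC, 48 ST and 11 HT DE probes, so that those fold changes are bounds. With the slide added as a fixed block, limma called 0 DE probes in each region, and 2219, 1408 and 845 probes in FC, ST and HT had an unadjusted p under 0.05. Without array weights it called 242 in FC, 0 in ST and 0 in HT, with 9052, 7766 and 1893 probes at an unadjusted p under 0.05, and with 1.5-fold and an adjusted p under 0.1 it called 4111 in FC. In the same arrays with simulated log2 changes of 1.5 and no slide differences, the blocked model recovered 75.5% of the changed probes for FC, 86.0% for ST and 91.5% for HT. At a simulated log2 change of 1.2 in FC and ST and 0.75 in HT, near the DE probes' medians of 1.23, 1.19 and 0.75, it recovered 108, 126 and 89 of 200 changed probes. The simulation gave every array equal noise and no correlation within a mouse. The weights of the real arrays ran from 0.22 to 2.74, so that recovery there can be lower. With each array left out in turn, the count stayed between 708 and 1244 in FC, while it varied more in ST and HT. The ST count was 4 without the ST array of mouse O54, 22 without that of L58 and 448 without that of L52. The HT count was 0 without the HT array of O54, where limma still gave 4003 probes with an unadjusted p under 0.05, 1 without that of L54 or L56 and 192 without that of L58.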

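FC and ST shared 133 DE probes, which is 70.4% of the ST DE probes, against 5.55 expected for independent sets of these sizes (two-sided Fisher's exact test over all tested probes, p = 1.16e-160). By gene identifier, 48 were shared, 66.7% of those of ST. FC and HT shared 25 DE probes, 44.6% of the HT DE probes, against 1.64 expected (Fisher's exact test, p = 8.5e-24), and 12 gene identifiers, 48.0% of those of HT. All 133 probes shared with ST were higher in CM FC and lower in CM ST, and all 25 shared with HT were higher in CM FC and lower in CM HT. With the slide as a fixed block, 81 of the 133 and 19 of the 25 still had opposite signs. Blocked estimates share slide terms, which give 61.7% and 70.8% opposite signs with no effect. The observed shares did not differ from these (two-sided exact binomial tests, p = 0.859 and 0.665), so that nothing can be decided. Over all probes, the log2 fold changes of FC correlated with those of ST at r = -0.556 and with those of HT at r = -0.299, across probes, which are not independent replicates. The CM FC slide held most SC HT arrays, and the CM ST slide held most SC FC arrays. No DE probe was shared by either pair with the slide as a fixed or a random block, without array weights or with only the arrays of each region. With single mice left out, FC and ST shared 0 without L58, O52, O54 or O56, 1 without O58 and 321 without L52, and FC and HT shared 0 without L54, L56 or O54, 4 without O58 and 78 without L58.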

Two thirds of the striatal and half of the hypothalamic DE genes significantly overlapped with frontal cortex DE genes. Instead, we found no overlap between the striatum, part of the reward system, and the hypothalamus, involved in homeostatic energy intake. 

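No probe was called in both ST and HT, where 0.337 would be expected for independent sets of 189 and 56 probes (two-sided Fisher's exact test, p = 1). This was the limma count at different thresholds for the 2 regions. With 1.5-fold and an adjusted p under 0.1 in every region, ST and HT shared 16 of 1736 and 106 DE probes. A test of the difference between the ST and HT diet effects in the same limma model found 0 probes with an adjusted p under 0.05, and 4658 with an unadjusted p under 0.05. The same test found 128 probes with quantile normalization within each region, 141 with 1 probe per gene name, 215 with 1 value per probe name, 280 with the mean spot signal, 310 without the mouse block, 462 with the filter on spots well above background and 916 with a background offset of 50. It found 418 with REML array weights, which were run first and replaced after a comparison with the authors' tables. Under the other alternatives limma found 0, with between 580 and 4864 at an unadjusted p under 0.05. Without mouse L52, ST and HT shared 6 DE probes. Across all probes the log2 fold changes of ST and HT correlated at r = 0.250.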

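The median absolute log2 fold change over all tested probes was 0.225 in FC, 0.183 in ST and 0.101 in HT, and 1130, 357 and 34 probes changed more than 2-fold. These medians became 0.200, 0.120 and 0.128 with the slide as a fixed block, so that HT came above ST, and 0.196, 0.158 and 0.0955 with a random slide block. Each probe's standard error had a median of 0.134 in FC, 0.148 in ST and 0.113 in HT.
Among DE probes whose SC and CM arrays did not overlap, the largest rises in FC were those of Lingo1 (NM_181074) and the transcript AK087888. The Lingo1 probe lies on chromosome 9 of mm9, from 56466922 to 56466981. Its log2 signal was 6.65 ± 1.86 (SD, n = 4) in SC FC and 9.69 ± 0.17 (SD, n = 3) in CM FC. The weighted fit gave a log2 fold change of 3.48 (standard error 0.44, limma adjusted p = 4.13e-05) or 11.1-fold. This is more than the plain means give, as the SC FC array of L52 had a weight of 0.31. The SC FC arrays on slide 1 lay between 5.48 and 6.12, and the SC FC array on slide 2 (L52) lay at 9.41, next to the CM arrays. AK087888, on chromosome 18 from 9928429 to 9928488, had a log2 fold change of 3.44 (standard error 0.44, limma adjusted p = 4.13e-05) in FC and fell by 2.81 in ST (limma adjusted p = 0.00457). These FC changes were 0.41 for Lingo1 (limma adjusted p = 0.946) and 0.72 for AK087888 (limma adjusted p = 0.854) with the slide as a fixed block. With a random slide block they were 2.80 (limma adjusted p = 0.00507) and 2.84 (limma adjusted p = 0.0053), and both probes remained DE. Among the DE probes with no overlap, the largest falls in FC were log2 fold changes of -2.23 for AI848285 (BU558590, limma adjusted p = 0.00287) and -1.95 for Ly6g6e (NM_027366, limma adjusted p = 0.000583). AI848285 lay at 11.37 on the SC array of L54 and between 6.14 and 7.89 on the other SC FC arrays. Its log2 fold change was -1.27 without that array, and without the SC array of L58 it was not DE (limma adjusted p = 0.0143).
In ST, the only probe that rose was ENSMUST00000107563, with a log2 fold change of 1.09 (limma adjusted p = 0.00534). A_55_P2029673 and AK082053 fell (limma adjusted p = 0.00398 and 0.00573), and neither probe was well above background on every array of either diet, so that the size of the fall is not given. AK082053 was not DE without the SC array of L56 (limma adjusted p = 0.0421). In HT, AL118220 (AK164603) rose by 0.80 on the log2 scale (limma adjusted p = 0.0261, at least 1.67-fold). Hsd17b1 (NM_010475) also rose (limma adjusted p = 0.0444), and as it was not well above background on every array of either diet, no size is given. Mas1 (NM_008552) fell by 1.44 (limma adjusted p = 0.0191, at least 2.40-fold) and Olfr94 (NM_001011518) fell by 1.09 (limma adjusted p = 0.0108, 2.13-fold). With each array left out in turn, ENSMUST00000107563 was DE in 3 of 8 fits, A_55_P2029673 in 6, AK082053 and Hsd17b1 in 2, and AL118220, Mas1 and Olfr94 in 5. Without the CM HT array of O54 the last 3 had limma adjusted p of 0.0646, 0.0646 and 0.0512. Without the SC HT array of L56 these limma adjusted p were 0.16, 0.16 and 0.0898, and without that of L54 each was 0.264. None of these ST and HT probes passed with the slide as a fixed or a random block.

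**Figure D1:**
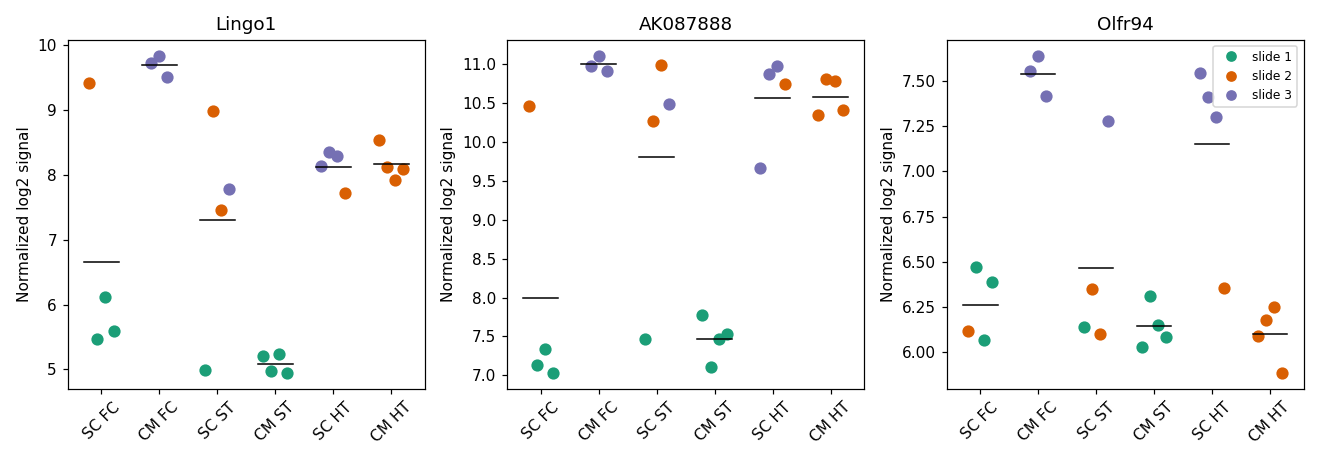
Normalized log2 signal (y-axis) of Lingo1, AK087888 and Olfr94 on each of the 23 arrays, grouped on the x-axis by diet and region. Points are arrays, colored by slide, and horizontal lines are group means. For Lingo1 every slide 1 array lies below every array of slides 2 and 3, whichever diet it came from.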

Volcano plots of the overall transcriptomic changes showed that frontal cortex genes presented the higher absolute fold changes, followed by the striatum, while hypothalamic genes showed modest fold changes, indicating that weight gain led to a wider and stronger response (in term of differential expression) in the frontal cortex (Fig. 2*C*). Summary tables for the differential expression analyses are reported as Extended Data 2-1, 2-2, 2-3.

10.1523/ENEURO.0287-18.2018.f2-1 Extended Data 2-1 Differential expression analysis for the frontal cortex. Download Extended Data 2-1, CSV file.

10.1523/ENEURO.0287-18.2018.f2-2 Extended Data 2-2 Differential expression analysis for the striatum. Download Extended Data 2-2, CSV file.

10.1523/ENEURO.0287-18.2018.f2-3 Extended Data 2-3 Differential expression analysis for the hypothalamus. Download Extended Data 2-3, CSV file.

10.1523/ENEURO.0287-18.2018.f3-1 Extended Data Figure 3-1 Correlation of transcriptional with behavioral analysis. ***A***, Biplot of PCA on SC and CM mice using body weight variables indicated by colored arrows (top) showing the clear separation between CM and SC mice. Barplot showing the contribution of the body weight variables to the principal component 1 (bottom). ***B***, Biplot of PCA on SC and CM mice using behavioral variables indicated by colored arrows (top). Barplot showing the contribution of behavioral variables to the principal component 1 (bottom). ***C–E***, Individual values of the variables used for gene expression correlation in SC mice (red) and CM mice (black). Note that eating rate and total intake values were only available for three of the four individuals used for the transcriptome analysis. ***C***, Barplot showing the differences in CM energy intake of SC and CM mice in the quinine adulteration test. ***D***, Barplot showing the differences in total energy intake of SC and CM (CM mice). Data from one of the mice in the CM group were missing. ***E***, Barplot showing the differences in eating rate of SC (SC mice) and CM (CM mice). Download Figure 3-1, TIF file.

### Most of the genes highly correlating with behavioral variables show subtle expression changes

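The log2 expression of every probe was correlated with each of 5 measures of the same mice, over 7 mice for FC and 8 for ST and HT. Eating rate and total intake were missing for mouse O56, which left 6 and 7 mice. The measures were joined to the arrays through the mouse order in the authors' code. For 835, 830 and 831 probes held of the authors' FC, ST and HT tables, out of 31387 each, the rebuilt Spearman's ρ had the size of the authors' ρ to within 4.996e-16. For body weight the sign was the opposite, since the sign of a principal component is arbitrary, and here heavier mice have higher values. As in the paper, probes had to change by at least 10% between diets and to have an adjusted p under 0.05 after Fisher's z transformation. This left 21009 probes tested in FC, 19138 in ST and 11863 in HT. For inflexibility, compulsivity, body weight and eating rate, every CM mouse had a higher value than every SC mouse, so that ρ pools 2 separate groups of mice. With 3 or 4 mice per diet, ρ was not computed for 1 diet alone.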

To determine which transcriptional changes were correlating with the physical/behavioral alterations, we tested the correlation of the overall gene expression changes (not only those DE) with the five parameters that mainly contributed to the observed intersample variance (see Materials and Methods). These parameters included both composite measurements: body weight (Extended Data Fig. 3-1*A*) and compulsivity (Extended Data Fig. 3-1*B*), and direct measurements: inflexibility (Extended Data Fig. 3-1*C*), total food intake, and eating rate (Extended Data Fig. 3-1*D*,*E*).

In each brain region, we identified sets of genes significantly correlating with specific behavioral/physical variables (Fig. 3*A*). 

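The smallest absolute ρ that passed was between 0.878 for body weight in HT (8 mice) and 1 for total intake in ST and HT (7 mice). Counted once each, 2297 FC, 501 ST and 752 HT probes correlated with at least 1 measure. The p from Fisher's z is an approximation at these numbers of mice. With an exact permutation p in its place, 0 probes passed for each of the 15 combinations of region and measure. The smallest exact p is 0.00278 for 6 mice, 0.000397 for 7 and 4.96e-05 for 8. In simulated data with 200 related probes, the exact p called 0 probes with 7 mice and 101 with 8. In random data with no relation, the Fisher's z procedure gave a median of 96.5 correlating probes with 7 mice and 36 with 8. With each diet's mean subtracted from both the expression and the measure, between 0 probes (eating rate in HT) and 49 probes (body weight in FC) correlated.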

The frontal cortex showed the highest number of genes correlating with total food intake, body weight, and inflexibility and, to a lesser extent, compulsivity and eating rate. 

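In FC, 1090 probes correlated with total intake (6 mice), 860 with inflexibility, 614 with body weight, 90 with compulsivity (7 mice each) and 53 with eating rate (6 mice). Each order of the mice was set against 100 random orders of the same measure. As many probes correlated in 7 of the 100 orders for total intake, in 4 for inflexibility, in 4 for body weight, in 10 for compulsivity and in 22 for eating rate. The median of the random orders was at most 26 probes in FC, and their highest counts were between 1814 and 5617. Of the inflexibility probes, 460 had a positive ρ and 400 a negative one. With each mouse left out in turn, the count for inflexibility went from 136 (without O56) to 2939 (without L54), and that for body weight from 100 (without L56) to 1409 (without L58).

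**Figure D2:**
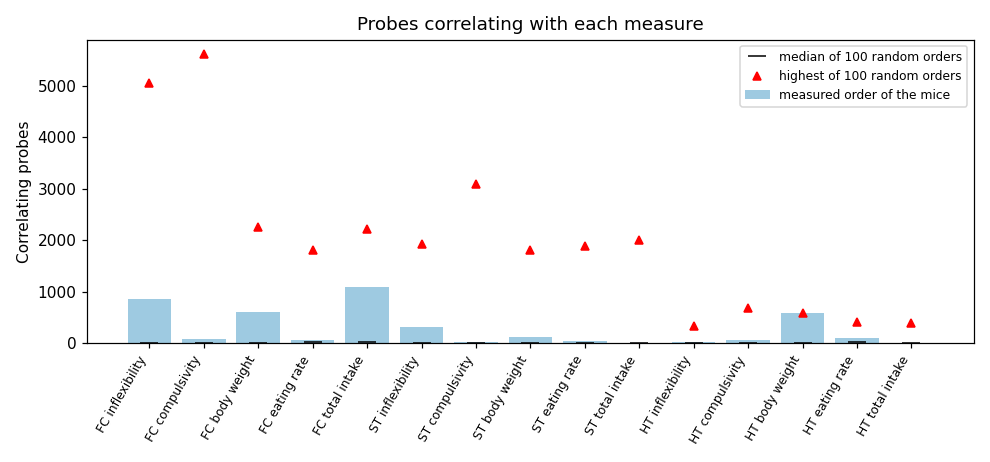
Number of probes (y-axis) correlating with each measure in each region (x-axis). Blue bars are the measured order of the mice, black lines the median of 100 random orders and red triangles the highest of them. In all 15 combinations at least 1 random order gave as many probes as the measured order.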

In the hypothalamus, we detected a high number of genes correlating with body weight, while in the striatum, we found a lower number of correlating genes, mostly correlating with inflexibility.

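In HT, 585 probes correlated with body weight, 227 with a positive and 358 with a negative ρ, and 1 of 100 random orders gave as many. The other HT counts were 99 for eating rate, 63 for compulsivity, 18 for inflexibility and 1 for total intake, reached in 8, 16, 29 and 72 random orders. In ST, 320 probes correlated with inflexibility, 129 with body weight, 47 with eating rate, 23 with compulsivity and 2 with total intake, reached in 6, 8, 19, 21 and 68 random orders. With each mouse left out, body weight in HT stayed between 354 and 476, whereas inflexibility in ST went from 84 (without O52) to 627 (without L52). With Pearson's r in place of ρ, 188 HT probes passed for body weight and 8 ST probes for inflexibility.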

**Figure 3.**
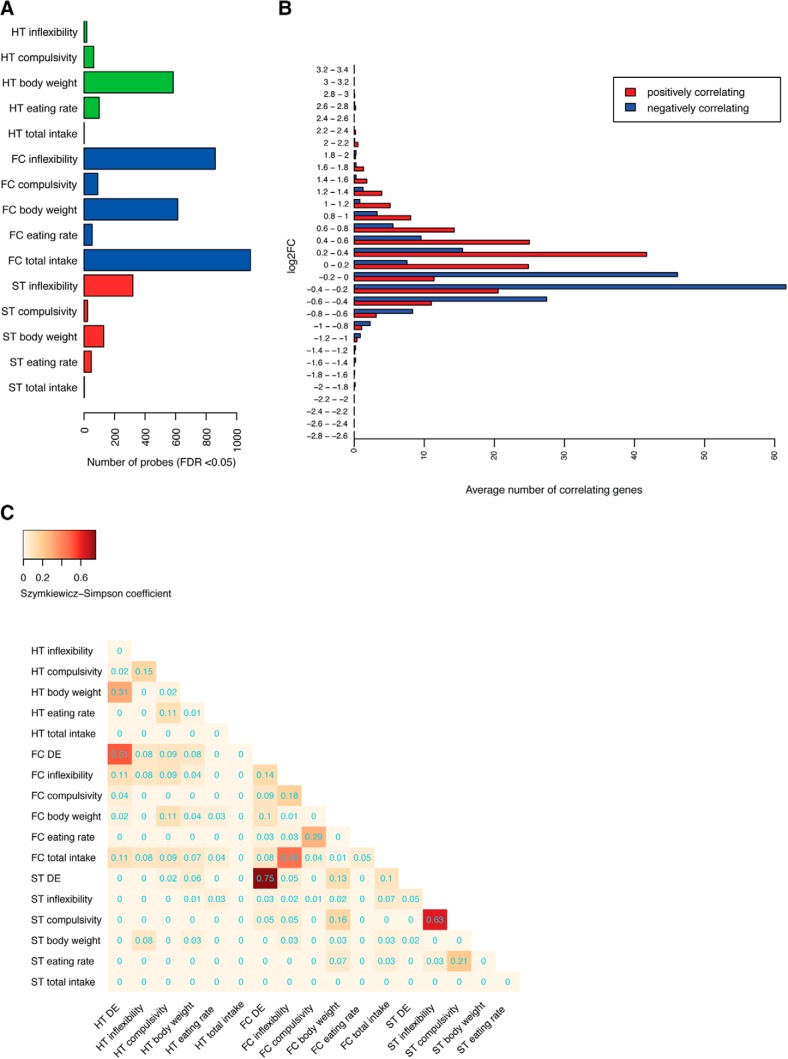
A subset of moderately expressed genes highly correlates with phenotypical changes. ***A***, Barplot showing the number of genes correlating for each of the phenotypic variables that were detected with a false discovery rate <5%. ***B***, Barplot showing the average number of genes with an absolute ρ higher than 0.9 for a given bin of log2FC. The averages were calculated across all brain areas and variables. The majority of correlating genes have log2FC within 0.2–0.4 ranges (positive correlation marked in red and negative in blue). ***C***, Heatmap showing the Szymkiewicz−Simpson overlap coefficient between DE genes and genes correlating with eating-related variables. Brain region acronyms are the same as in Figure 2. Color code according to the coefficient. HT indicates the hypothalamic region, ST the striatum region, FC the frontal cortex, and DE as differentially expressed. Extended information related to the correlation between transcriptional changes with the physical/behavioral alterations could be found in Extended Data Figures 3-1, 3-2, 3-3, 3-4, 3-5, 3-6, 3-7.

10.1523/ENEURO.0287-18.2018.f3-2 Extended Data Figure 3-2 Genes correlating with inflexibility. ***A***, Dot plot showing the ρ score for inflexibility (*x*-axis) and the log2FC (*y*-axis) in frontal cortex. Each dot is a microarray probe. ***B***, Barplot showing how many genes with an absolute ρ higher than 0.9 for a given bin of log2FC. ***C***, Same as in ***B*** normalized for the total number of genes present in a given bin of log2FC. ***D–F***, Same as in ***A–C***for striatum. ***G–I***, Same as in ***A–C*** for hypothalamus Download Figure 3-2, TIF file.

10.1523/ENEURO.0287-18.2018.f3-3 Extended Data Figure 3-3 Genes correlating with compulsivity. ***A***, Dot plot showing the ρ score for compulsivity (*x*-axis) and the log2FC (*y*-axis) in frontal cortex. Each dot is a microarray probe. ***B***, Barplot showing how many genes with an absolute ρ higher than 0.9 for a given bin of log2FC. ***C***, Same as in ***B*** normalized for the total number of genes present in a given bin of log2FC. ***D–F***, Same as in ***A–C*** for striatum. ***G–I***, Same as in ***A–C*** for hypothalamus Download Figure 3-3, TIF file.

10.1523/ENEURO.0287-18.2018.f3-4 Extended Data Figure 3-4 Genes correlating with body weight. ***A***, Dot plot showing the ρ score for body weight (*x*-axis) and the log2FC (*y*-axis) in frontal cortex. Each dot is a microarray probe. ***B***, Barplot showing how many genes with an absolute ρ higher than 0.9 for a given bin of log2FC. ***C***, Same as in ***B*** normalized for the total number of genes present in a given bin of log2FC. ***D–F***, Same as in ***A–C*** for striatum. ***G–I***, Same as in ***A–C*** for hypothalamus Download Figure 3-4, TIF file.

10.1523/ENEURO.0287-18.2018.f3-5 Extended Data Figure 3-5 Genes correlating with eating rate. ***A***, Dot plot showing the ρ score for eating rate (*x*-axis) and the log2FC (*y*-axis) in frontal cortex. Each dot is a microarray probe. ***B***, Barplot showing how many genes with an absolute ρ higher than 0.9 for a given bin of log2FC. ***C***, Same as in ***B*** normalized for the total number of genes present in a given bin of log2FC. ***D–F***, Same in ***A–C*** for striatum. ***G–I***, The same in ***A–C*** for hypothalamus Download Figure 3-5, TIF file.

10.1523/ENEURO.0287-18.2018.f3-6 Extended Data Figure 3-6 Genes correlating with total intake. ***A***, Dot plot showing the ρ score for total intake (*x*-axis) and the log2FC (*y*-axis) in frontal cortex. Each dot is a microarray probe. ***B***, Barplot showing how many genes with an absolute ρ higher than 0.9 for a given bin of log2FC. ***C***, Same as in ***B*** normalized for the total number of genes present in a given bin of log2FC. ***D–F***, Same as in ***A–C*** for striatum. ***G–I***, Same as in ***A–C*** for hypothalamus Download Figure 3-6, TIF file.

10.1523/ENEURO.0287-18.2018.f3-7 Extended Data Figure 3-7 DE and correlating genes are enriched in region-specific molecular pathways ***A***, REACTOME enrichment analysis for DE and correlating genes in the three brain areas. The color gradient indicates the adjusted *p* value for the enrichment. Number in parentheses indicates the number of identified genes in each category. Dot size corresponds to (gene count for each group)/(total gene count for each category). In case of overlapping categories, only the most significant one is shown (see Materials and Methods). ***B***, KEGG enrichment analysis for DE and correlating genes in the three brain areas. The color gradient indicates the adjusted *p* value for the enrichment. Numbers in parentheses indicate the number of identified genes in each category. Dot size corresponds to (gene count for each group)/(total gene count for each category). In case of overlapping categories, only the most significant one is shown (see Materials and Methods). ***C***, GO enrichment analysis for DE and correlating genes in the three brain areas. The color gradient indicates the adjusted *p* value for the enrichment. Numbers in parentheses indicate the number of identified genes in each category. Dot size corresponds to (gene count for each group)/(total gene count for each category). In case of overlapping categories, only the most significant one is shown (see Materials and Methods). Only pathways with an FDR < 5% are shown. Download Figure 3-7, TIF file.

10.1523/ENEURO.0287-18.2018.f4-1 Extended Data Figure 4-1 DE and correlating genes conformed within the TADs structure. ***A***, Kruskal–Wallis tests *H* statistics illustrating distribution of variance of gene expression fold changes among TADs (red dots) and the permuted gene expressions in the frontal cortex (FC), hypothalamus (HT), and striatum (ST). ***B***, Kruskal–Wallis tests *H* statistics illustrating distribution of variance of gene expression fold changes among TADs (red dots) and correlations of gene expressions with phenotypical variables (other colors) in the frontal cortex (FC), hypothalamus (HT), and striatum (ST). Download Figure 4-1, TIF file.

Most of the genes highly correlating with behavioral variables showed subtle expression changes [average absolute log2FC of ∼0.2–0.4; Fig. 3*B*; Extended Data Figs. 3-2, 3-3, 3-4, 3-5, 3-6]. 

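The median absolute log2 fold change of the correlating probes was 0.486 for inflexibility, 0.427 for body weight, 0.370 for total intake, 0.348 for compulsivity and 0.268 for eating rate in FC. In ST the medians were between 0.261 and 0.402, and in HT between 0.239 and 0.407. Between 0% and 37.7% of the correlating probes of a measure changed more than 1.5-fold, the highest share being that of inflexibility in FC (324 of 860). All correlating probes had passed the filter of a 10% change, so that the smallest changes were left out by construction. Without that filter the counts moved either way, for example down to 192 for total intake in FC and to 239 for body weight in HT, and up to 885 for inflexibility in FC and to 145 for eating rate in HT.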

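Across probes that changed less than 1.5-fold, the Pearson correlation between log2 fold change and Spearman's ρ was between 0.271 (total intake in HT, 31058 probes) and 0.857 (inflexibility in FC, 26924 probes) over the 15 combinations of region and measure. Across probes that changed more than 1.5-fold, taken separately for rises and falls, its absolute value was between 0.00243 and 0.251. The latter was body weight in HT, with r = -0.251 over 117 rising probes. These correlations are across probes, which are not independent replicates.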

When plotting the log2FC as a function of the Spearman’s ρ, we observed a high correlation with phenotypic variables for genes changing <1.5 times (ρ range: 0.27–0.86), and a low correlation for genes changing >1.5 times (ρ range: 0–0.25).

Instead, only few DE genes were significantly correlating with behavior or body weight, as demonstrated by the low overlaps between DE genes and correlating genes (Fig. 3*C*). 

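In FC, 13.0% of the DE probes correlated with inflexibility, 6.40% (59 probes) with total intake, 4.99% with body weight, 0.217% with compulsivity and 0% with eating rate. In ST, 7 of the 189 DE probes (3.70%) correlated with inflexibility and 1 with body weight, and none with the other 3 measures. In HT, 1 DE probe correlated with compulsivity, and apart from body weight none with the other 3. The DE call and ρ were computed from the same arrays.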

The most relevant overlaps were found between hypothalamic DE genes correlating with body weight (31%) and frontal cortex DE genes correlating with inflexibility (13.7% of correlating genes). 

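The 18 HT DE probes that correlated with body weight were 32.1% of the HT DE probes. The 120 probes shared by FC DE probes and FC inflexibility were 14.0% of the 860 that correlated with inflexibility. The next highest overlap of DE and correlating probes within a region was that of FC body weight, 46 of 614 probes or a coefficient of 0.0749. The overlaps were computed for the model without a slide term. With a fixed slide block limma called no DE probe, and with a random slide block in place of the mouse it called 171 in FC, each of them also DE without the slide term.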

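In FC, 194 of the 922 DE probes correlated with at least 1 of the 5 measures and 728 (79.0%) with none. In ST, 8 of 189 correlated with at least 1 and 181 (95.8%) with none, and in HT 19 of 56 correlated with at least 1 and 37 (66.1%) with none. Conversely, of the probes that correlated with at least 1 measure, 194 of 2297 in FC, 8 of 501 in ST and 19 of 752 in HT were DE.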

Overall, 79% of frontal cortex DE genes, 96% of striatum DE genes, and 66% of hypothalamic genes were not correlating with any of our studied variables, indicating that DE and correlating genes are two different categories of regulated genes.

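For a given measure, FC and ST shared 4 probes correlating with inflexibility (Szymkiewicz-Simpson coefficient 0.0125) and 1 with body weight (0.00775). FC and HT shared 1 probe for inflexibility (0.0556) and 19 for body weight (0.0325), and ST and HT shared 2 for body weight (0.0155). No probe was shared between regions for compulsivity, eating rate or total intake. The highest coefficient between correlating sets of different regions was 0.111, for the 2 probes shared by total intake in FC and inflexibility in HT. Within a region, FC compulsivity and eating rate shared 14 probes (0.264), HT inflexibility and compulsivity 4 (0.222), ST compulsivity and eating rate 5 (0.217) and FC inflexibility and compulsivity 19 (0.211).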

Contrary to DE genes, which were shared across brain regions with quite high overlap (frontal cortex DE genes with striatal and hypothalamic DE genes), genes correlating with a given phenotypic variable were not the same across the three brain regions (Fig. 3*C*) with low overlaps both intrabrain (among phenotypical variables) and interbrain region. This suggests the need of activation of both common and region-specific transcriptional programs in each brain area, for each phenotypic change to occur. 

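In FC, 377 probes correlated with both inflexibility and total intake, 43.8% of the 860 inflexibility probes, the smaller set. In ST, 13 probes correlated with both inflexibility and compulsivity, 56.5% of the 23 compulsivity probes. The quinine test from which inflexibility is taken also enters the compulsivity score, and both sets were computed over the same mice. FC inflexibility was measured on 7 mice and FC total intake on 6 of them.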

Two exceptions were the overlap of genes correlating with total intake and inflexibility in the frontal cortex (46%) and genes correlating with inflexibility and compulsivity in the striatum (63%; Fig. 3*C*).

### Transcriptional changes affect both common and region-specific molecular pathways

We then investigated the molecular pathways (Extended Data Fig. 3-7*A* for Reactome and 8B for KEGG) and gene ontologies (Extended Data Fig. 3-7*C* ) enrichment of both DE genes (changing their expression >1.5–2 times) and genes significantly correlating with phenotypic variables (mainly showing more modest log2 FCs of 0.2–0.4) in the three brain areas.

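Of 336 tested probes whose gene name begins with Olfr (olfactory receptors), 7 were among the 56 HT DE probes, an odds ratio of 13.5 (two-sided Fisher's exact test against all tested probes, p = 2.23e-06), and all 7 were lower in CM mice. Over all 336 the median log2 fold change in HT was -0.11, and it stayed below 0 under every other background correction and normalization tried, whereas with the slide as a fixed block it was 0.03. The 7 genes the paper's tables list under olfactory terms for HT include Olfr94, Olfr549, Olfr1349, Olfr170, Olfr319 and Olfr116, each with a tested probe that was DE in HT. Olfr170 (NM_146957) had a log2 signal of 7.15 ± 0.71 (SD, n = 4) in SC and 6.33 ± 0.20 (SD, n = 4) in CM mice, a log2 fold change of -1.002 (standard error 0.21, limma adjusted p = 0.0382). Its probe lies on chromosome 16 of mm9 from 19605941 to 19606000. The SC array on slide 2 (L58) lay at 6.10 and the other SC arrays, on slide 3, at 7.46 to 7.56. Olfr1349, Olfr319 and Olfr549 fell by 0.95, 0.87 and 0.79, with limma adjusted p between 0.0261 and 0.0421. Olfr116 also fell, and as it was not well above background on every array of either diet, no size is given. The changes of these 6 genes, when the slide was a fixed block, were between -0.25 (Olfr1349) and 0.09 (Olfr549), and none passed. Without the SC arrays of L54 or L56 or the CM array of O54, 0 olfactory receptor probes were DE in HT.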

In the hypothalamus DE genes were mainly enriched in Reactome’s “olfactory signaling pathways” (Extended Data Fig. 3-7*A* ), KEGG’s “olfactory transduction” (Extended Data Fig. 3-7*B* ) and GOs “olfactory receptor activity” and “sensory perception of smell” (Extended Data Fig. 3-7*C* ). Hypothalamic genes correlating with inflexibility were mainly enriched in the Reactome “endosomal/vacuolar pathway,” and the metabolic pathway “translocation of GLUT4 to the plasma membrane” (Extended Data Fig. 3-7*A* ) categories and several GOs related to the metabolism of fatty acids and sugars such as lactonase, hydrolase, mannosidase, and esterase activity (Extended Data Fig. 3-7*C* ). 

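The enrichment terms were rebuilt only as far as the genes that the paper's tables list for them. Each HT inflexibility term rests on 1 gene in those tables, among them Lnpep, Nos1ap and Abhd15. All 3 were among the 18 probes that correlated with inflexibility in HT. Lnpep (NM_172827) had ρ = 1 over 8 mice, the highest value possible. Nos1ap had ρ = -0.952 on 1 of its 2 probes and Abhd15 had ρ = 0.952, both over 8 mice. The Abhd15 probe was well above background on 2 of 4 SC and 3 of 4 CM arrays.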

Finally, hypothalamic genes correlating with body weight showed enrichments mainly in epigenetic/chromatin pathways, indicating they are tightly regulated at the transcriptional level.

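Of the genes that the paper's tables list for HT body weight terms resting on at most 5 genes, the tested probes of Hist1h4k, Gna15, Slc8a3 and Pmepa1 had a negative ρ, between -0.905 and -0.881, over 8 mice. Nos2, Smad2, Ppp1cb and Pla2g4a had a positive ρ, between 0.881 and 0.929, Ppp1cb on 1 of its 2 probes. The tested probes of Hist1h4d, Hist1h4m, Pde1a and Cbl, which are listed for the same terms, did not pass. Of 26 histone cluster probes (gene names Hist1h to Hist4h) that changed by 10% or more in HT, 1 was among the 585 probes correlating with body weight, an odds ratio of 0.771 (two-sided Fisher's exact test, p = 1). From the enriched categories, the paper concludes that these genes are tightly regulated at the transcriptional level.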

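In FC, 46 of the 336 olfactory receptor probes were DE, an odds ratio of 5.47 (two-sided Fisher's exact test, p = 4.05e-18), and all 46 were higher in CM mice. The median log2 fold change of the family in FC was 0.41, it was above 0 under every background correction and normalization tried, and with the slide as a fixed block it was 0.03. Without the filter on dim probes the median was 0.07 over 1105 olfactory receptor probes, with an odds ratio of 1.93. Olfactory receptor probes were dim, with a median log2 signal of 4.96 against 7.73 for all probes. In 1000 random probe sets matched to the DE probes on mean expression, the number of olfactory receptor probes had a median of 12 and a highest value of 24. Of the 46, 12 were well above background on every FC array. Of 12 taste receptor probes (Tas1r and Tas2r), 5 were DE in FC (Fisher's exact test, p = 1.44e-05), all higher in CM mice, while the median over the 12 was 0.51 and with the slide as a fixed block -0.01. Tas1r3 (NM_031872), on chromosome 4 of mm9 from 155234018 to 155234077, had a log2 signal of 7.25 ± 0.37 (SD, n = 4) in SC and 8.38 ± 0.06 (SD, n = 3) in CM mice, a log2 fold change of 1.23 (standard error 0.14, limma adjusted p = 2.63e-05). Tas2r113, Tas2r118, Tas2r109 and Tas2r131, on chromosome 6, had log2 fold changes of 1.30, 1.24, 1.17 and 1.07, with limma adjusted p between 0.000273 and 0.00408. For Tas2r118 and Tas2r131, which were not well above background on every SC array, these are at least 2.16-fold and 1.90-fold. With each array left out in turn, Tas1r3 was DE in 7 of 7 fits, Tas2r109 in 6, Tas2r118 and Tas2r131 in 5 and Tas2r113 in 3. Without the SC array of L56, Tas2r113 had a log2 fold change of 0.90 (limma adjusted p = 0.0486). The SC array of L52, on slide 2, lay at 9.16 for Tas2r113 and 10.10 for Tas2r109, above every CM FC array. The blocked changes were -0.13 for Tas2r113, -0.24 for Tas2r109, 0.10 for Tas2r131, 0.30 for Tas2r118 and 0.31 for Tas1r3, and none passed. With a random slide block the olfactory receptor median in FC was 0.35, and 7 of their probes were DE (odds ratio 4.01, Fisher's exact test, p = 0.00254). Of the 5 taste receptor probes, that of Tas1r3 was DE in this model (log2 fold change 1.02, limma adjusted p = 0.00499).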

Frontal cortex DE genes, similarly to hypothalamic ones, were also enriched in olfactory transduction and “taste transduction” pathways (Extended Data Fig. 3-7*B* ), together with olfactory receptor activity and “sensory perception of chemical stimulus.” Frontal cortex genes correlating with inflexibility were similarly enriched in olfactory transduction (Extended Data Fig. 3-7*B* ) and olfactory receptor activity (Extended Data Fig. 3-7*C* ), consistently with the overlap between inflexibility genes and frontal cortex DE genes (Fig. 3*C*). 

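Of the 276 olfactory receptor probes that changed by at least 10% in FC, 25 were among the 860 probes correlating with inflexibility, an odds ratio of 2.37 (two-sided Fisher's exact test against the 21009 probes that changed by as much, p = 0.000301). All 25 had a positive ρ, and 12 of them were also DE. For the other 4 measures in FC, between 0 and 17 olfactory receptor probes correlated and no test passed (Fisher's exact p between 0.332 and 1). Olfr94 had ρ = 0.964 and Olfr549 and Olfr116 had ρ = 0.929 with inflexibility in FC, over 7 mice.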

Finally, frontal cortex genes correlating with compulsivity were enriched in the immunity pathway “α-defensins” (Extended Data Fig. 3-7*A* ). 

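The paper's tables list 3 genes under this term for FC compulsivity, Defa25, Defa27 and Defa28, of which Defa25 had a tested probe here. Defa25 (NM_007849) correlated with compulsivity in FC with ρ = 0.964 over 7 mice. Its log2 signal was 3.73 ± 0.29 (SD, n = 4) in SC and 4.76 ± 0.14 (SD, n = 3) in CM FC, and it was well above background on 0 of 4 SC arrays and on 2 of 3 CM arrays. Of 10 alpha-defensin probes that changed by 10% or more, this was the only 1 among the 90 probes correlating with compulsivity (two-sided Fisher's exact test, p = 0.042).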

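Of the 336 olfactory receptor probes, 81.8% were higher in CM mice in FC and 32.4% in HT, and the family median in ST was -0.23, while with the slide as a fixed block the ST and HT medians turned to 0.05 and 0.03. The ST and HT medians stayed below 0 under the other background corrections and normalizations. Olfr94, Olfr170, Olfr319, Olfr549 and Olfr1349 were DE in both regions. Olfr170 rose by 1.83 in FC (limma adjusted p = 5.55e-05), Olfr1349 by 1.76 (6.47e-05), Olfr319 by 1.60 (3.17e-05), Olfr549 by 1.47 (3.51e-05) and Olfr94 by 1.31 (7.62e-05). On the 3 slides, the mean log2 signal of Olfr94 over all regions and diets was 6.20, 6.16 and 7.45, and that of Olfr170 was 5.92, 6.25 and 7.54.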

Taken together, the results indicate that genes belonging to olfactory transduction related pathways are commonly deregulated in both the hypothalamus and the frontal cortex, where part of these genes is also highly correlating with inflexibility.

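The 13 ST probes that correlated with both measures included H2afj, Ncbp2, Supt6h and Kcnip3. With compulsivity, H2afj, Supt6h and Kcnip3 had ρ = 0.952 and Ncbp2 had ρ = -0.952, over 8 mice, and with inflexibility they had ρ = 0.905, 0.905, 0.976 and -0.905. Hist1h2ak and Uhrf1 correlated with compulsivity, both with ρ = 0.976, and not with inflexibility. Of 34 histone cluster probes (gene names Hist1h to Hist4h) that changed by 10% or more in ST, 6 were among the 320 inflexibility probes, all with a positive ρ (odds ratio 12.8, two-sided Fisher's exact test, p = 1.89e-05), and 1 was among the 23 compulsivity probes (p = 0.0401). In the paper's tables, the alcoholism term rests on 13 genes for inflexibility and on 2 for compulsivity.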

Regarding the striatum, genes correlating with inflexibility and compulsivity shared enriched categories, as expected by their high overlap of 63% (Fig. 3*C*), suggesting that compulsivity and inflexibility are connected processes in the striatum, involving pathways such as “alcoholism” (Extended Data Fig. 3-7*B* ) and chromatin pathways mainly related to gene silencing (Extended Data Fig. 3-7*C* ). 

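For eating rate in ST, Gldc (NM_138595) had ρ = 1 and Hyi (NM_026601) had ρ = -0.964, over 7 mice. These are the 2 genes that the paper's tables list under the metabolic term for this set, out of 47 correlating probes. Kifc1 also correlated with eating rate (ρ = 0.964) and with compulsivity (ρ = 0.952) in ST. Of the 129 ST probes that correlated with body weight, 74 had a positive and 55 a negative ρ, and the paper's tables list 10 genes for mitochondrial membrane among them.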

Other striatal genes such as genes correlating with eating rate were enriched in “glyoxylate and dicarboxylate metabolism” (Extended Data Fig. 3-7*B* ), while genes correlating with body weight with GOs “mitochondrial membrane” (Extended Data Fig. 3-7*C* ). Finally, genes correlating with total intake in the striatum were both enriched with nuclear/transcriptional pathways and immune pathways related with leukocytes (Extended Data Fig. 3-7*A*,*C* ). 

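For total intake in ST, 2 probes passed, and they are the genes Zbtb32 (NM_021397), with ρ = 1, and Slamf6 (NM_030710), with ρ = -1, over 7 mice. Both values are the extreme that 7 mice allow (two-sided exact permutation test, p = 0.000397 each, not adjusted for the 19138 ST probes tested). With the exact p adjusted, 0 probes passed. As many probes correlated in 68 of 100 random orders of the mice, so that chance can give both. The transcriptional terms in the paper's tables rest on 1 of these genes and the leukocyte terms on both. The Slamf6 probe was well above background on 0 of 8 ST arrays and the Zbtb32 probe on 1 of 8. Leaving out 1 mouse at a time gave between 5 and 119 correlating probes.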

Summary tables for the enrichment analysis are reported as Extended Data 3-1, 3-2, 3-3.

10.1523/ENEURO.0287-18.2018.ed3-1 Extended Data 3-1 Results for the REACTOME enrichment analysis. Download Extended Data 3-1, CSV file.

10.1523/ENEURO.0287-18.2018.ed3-2 Extended Data 3-2 Results for the KEGG enrichment analysis. Download Extended Data 3-2, CSV file.

10.1523/ENEURO.0287-18.2018.ed3-3 Extended Data 3-3 Results for the Gene Ontology enrichment analysis. Download Extended Data 3-3, CSV file.

### Gene expression changes are organized within regulatory domains

The analyses above showed that the transcriptional responses involve both commonly regulated and brain region-specific genes. Recently published results showed that genes lying within the same TADs have stronger correlation in expression than genes separated by TAD borders (Ramírez et al., 2018) and that actively expressed open chromatin regions are spatially separated from inactive ones (Rennie et al., 2018). However, it has not been shown whether changes in gene expression caused by a stimulus such as the different diets before the test battery in our experimental design would conform to the TAD structure as well or would be TAD independent. Also, it has not been shown that such changes would occur in the mammalian brain. Therefore, to verify if such regulation could take place, we tested whether the genes conformed to a common regulatory domain (TAD) structure in each of the investigated brain areas. To this purpose, we used the segmentation of mouse chromosomes into 1519 TADs as determined by Dixon et al. (2012) based on Hi-C experiments in cortical tissue (Extended Data 4-1).

10.1523/ENEURO.0287-18.2018.ed4-1 Extended Data 4-1 Mapping between the probes of the microarray and the TAD analyzed in our study. Only uniquely mapping probes were considered. Download Extended Data 4-1, CSV file.

We compared the distributions of all gene expression fold changes within TADs with the Kruskal–Wallis test. The distributions of fold changes across TADs were significantly different: in all brain areas, the *p* values of the Kruskal–Wallis test were lower than 10^−37^(Extended Data Fig. 4-1*A*). To assess the robustness of these significant *p* values we performed two different permutation tests. First, we reassigned *in silico* genes to TADs, therefore completely changing the published topological organization (Dixon et al., 2012). This led to a dramatic drop of the *H* statistics (for instance in the hypothalamus from *H* = 1991, *p* = 6.7E^−47^ to average *H* of 1000 permutations = 1157, *p* = 0.5), indicating that our results were specific for the specific TAD structure in the brain. Secondly, we applied a subtler permutation where we reshuffled randomly TAD boundaries while keeping the original gene positions. As expected, in this case *p* values were less severely affected than in the previous permutation (e.g., for hypothalamus, decrease from *H* = 1991, *p* = 6.7E^−47^ to average *H* statistics of the 1000 permutations *H* = 1665, *p* = 2.1E^−27^; Extended Data Fig. 4-1*A*).

We also investigated whether the distribution of the ρ values for each of our phenotypical variables (body weight, compulsivity, inflexibility, energy intake, and eating rate) agreed with the TADs segmentation pattern. Again, the distribution of ρ values was not random across TADs, indicating that the correlation values were not uniformly distributed but tended to cluster in agreement with the TAD structure (e.g., for hypothalamus, eating rate, *H* = 2514, *p* = 6.23E^−102^, as compared to average of the 1000 permutations: *H* = 1154, *p* = 0.5; Extended Data Fig. 4-1*B*).

Overall, these analyses suggest that both gene expression changes between SC and CM groups and correlation values between genes and phenotypic variables occur in conformity with the brain TAD structure.

### A high number of TADs were simultaneously coregulated across the three brain regions

To determine whether TADs were involved in the coordination of region-specific transcriptional responses, we analyzed all the TADs containing regulated genes, both DE and correlating, for each brain area. These TADs overlapped widely across the three brain regions, with 502 TADs shared in at least two brain regions and 161 across the three brain regions (Fig. 4*A*). Concordant to its higher and wider transcriptional response, the frontal cortex contained the highest number of region-specific TADs. However, when looking at the number of genes per TADs, most of the regulated genes were contained in the same TADs across brain areas. This held true also for the frontal cortex, in which although we found a higher number of region-specific TADs, most of the regulated genes mapped to common TADs (Extended Data Fig. 4-2*A*).

**Figure 4.**
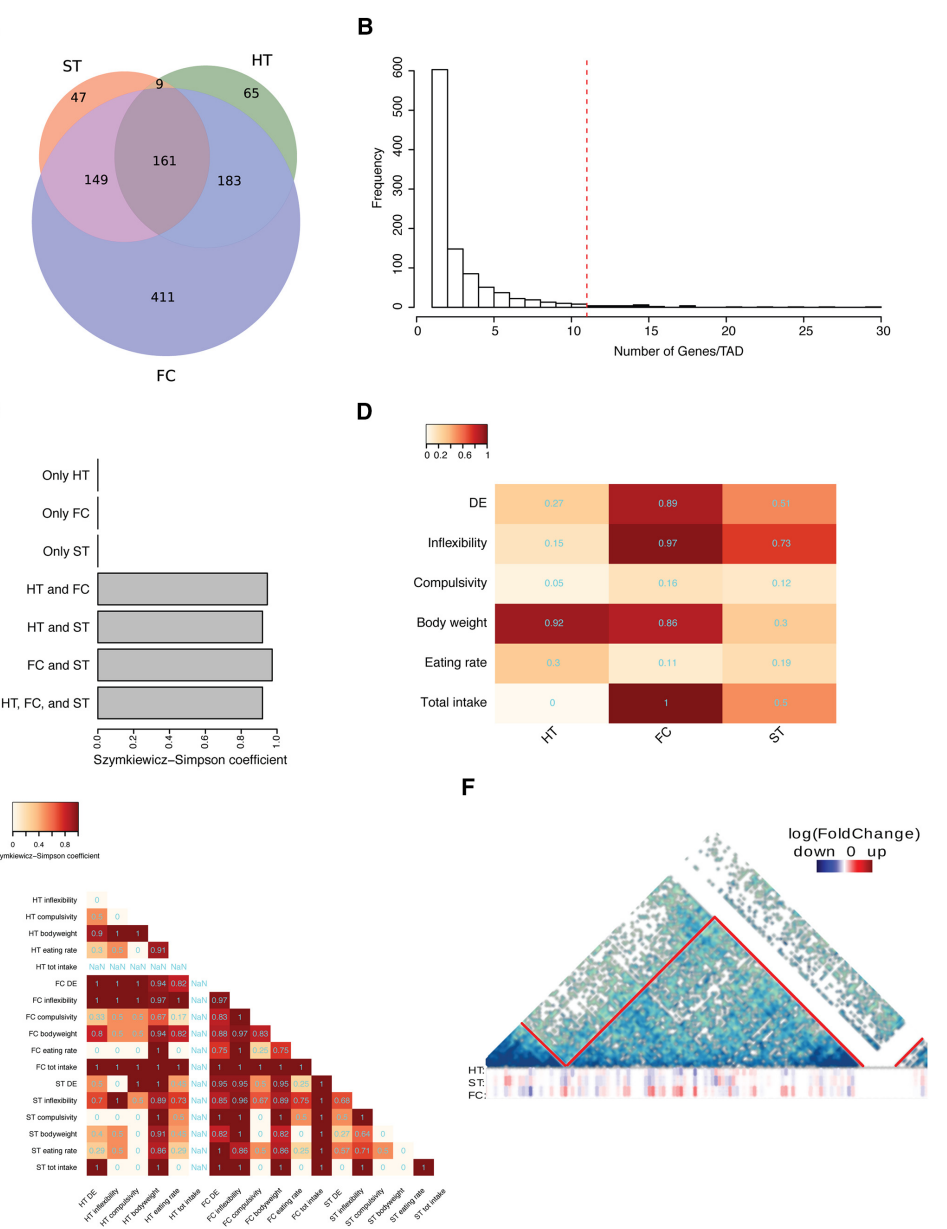
Coregulation of genes within TADs. ***A***, Venn diagram showing the overlap among TADs containing at least one DE or correlating gene in the three brain areas. Colors represent the same brain areas as in Figure 2*A*. Circles’ areas are proportional to the gene counts. ***B***, Histogram showing the number of regulated genes per regulated TADs. The dashed red line demarks the 5% area of the distribution with TADs containing high number of regulated genes. Bars corresponding to these regulated TADs are on the right of the dashed line. ***C***, Barplot showing the Szymkiewicz−Simpson overlap coefficient between regulated TADs with region-specific or coregulated TADs. Brain region acronyms are the same as in Figure 2. ***D***, Heatmap showing the Szymkiewicz−Simpson overlap coefficient between regulated TADs and TADs containing any of the DE or genes correlating with phenotypical variables (rows) in the three examined regions (columns). Brain region acronyms are the same as in Figure 2. Color code according to the coefficient. ***E***, For each group of DE or correlating genes, we considered the subset of the 37 TADs on which the respective genes were mapping. The heatmap shows the overlap among those regulated TADs for each DE gene list, phenotypical variable, and brain region. The color code is proportional to the Szymkiewicz−Simpson overlap coefficient, which is also printed in cyan on the cells. ***F***, Hi-C map of TAD 624–example of a regulated TAD. TAD 624 is located on the chromosome 7: 109600000–113000000 bp. Three heatmaps at the bottom of the TAD represent expression of the genes localized within this TAD. Red color depicts upregulation and blue color downregulation of the particular gene. HT indicates the hypothalamic region, ST the striatum region, FC the frontal cortex, and DE as differentially expressed. Extended information related to the differential gene expression and correlating genes conformed within the TADs structure could be found in Extended Data Figures 4-1, 4-2.

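On the array, 111 tested probes lie on chromosome 7 between 109600000 and 113000000 in the mm9 coordinates of the array annotation. The paper's text does not name the build of these borders, and the probe positions were not converted. Of the 111 probes, 46 belong to olfactory receptor genes. Their median log2 fold change was 0.45 in FC, where 40 of 46 were higher in CM mice, -0.24 in ST, where 12 were higher, and -0.07 in HT, where 19 were higher. The 65 other probes had medians of -0.02 in FC, 0.06 in ST and 0.02 in HT. Of all 111, 10 were DE in FC, 1 in ST and 2 in HT. With the slide as a fixed block the medians over the 111 probes were 0.06, 0.07 and -0.000688 in the 3 regions.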

10.1523/ENEURO.0287-18.2018.f4-2 Extended Data Figure 4-2 (A). Heatmap showing the percentages of counts of the genes contained in the TADs set from Fig 4*A* over the DE gene and phenotypical variables for each brain area. Actual gene numbers are printed in cyan. (B) Left side. Heatmap where each row corresponds to a regulated TAD, each column to a brain region. The color code indicates the difference between upregulated and downregulated genes number (considering only DE and correlating genes), from yellow (more up- regulated genes), to violet (more downregulated genes), passing for white (equal number). Gray boxes are TADs without any regulated genes for that specific region. Right side. Heatmap where each column corresponds to DE and correlating genes for each brain region, and each row to a regulated TADs. The color code indicates the actual number of genes per each TADs in a given category. Download Figure 4-2, PDF file.

The number of regulated genes per TAD followed a heavy-tailed distribution with hundreds of TADs containing only one or few regulated genes and a long tail with few TADs highly enriched in regulated genes (Fig. 4*B*). This tendency was significant, as verified by permutation testing.

Considering the overall area of this distribution of TADs as 1, we named regulated TAD*s* (*n* = 37; Fig. 4*B*, bars on the right of the dashed line) those in the tail on the right of the graph (cutoff for the area of 0.05). These TADs contained >10 genes coregulated either within a specific brain region and/or among regions. Interestingly, all regulated TADs contained genes regulated in at least two different brain areas, and >90% of them contained genes regulated across all the three studied brain areas (Fig. 4*C*).

In the hypothalamus, genes correlating with body weight were mainly localized in regulated TADs suggesting that genes in these TADs are needed for body weight regulation (Fig. 4*D*). In the frontal cortex, regulated TADs showed the highest enrichments in DE genes, and in genes correlating with inflexibility, body weight, and total intake. In the striatum regulated TADs were also enriched in genes correlating with inflexibility (Fig. 4*D*).

We detected transcriptional coregulation both within and across brain regions. Within brain regions, many regulated TADs contained at the same time genes correlating with different phenotypical variables (e.g., regulated TADs containing compulsivity genes and inflexibility genes in frontal cortex). Across brain regions, regulated TADs contained genes correlating with phenotypical variables in at least two or three brain regions (e.g., inflexibility genes or body weight genes across the three brain regions; Fig. 4*E*).

Since TADs would provide the epigenetic environment for coexpression of groups of genes, upregulated and downregulated genes may cluster separately in certain regulated TADs. In fact, differences between upregulated and downregulated genes per TAD often deviated from zero (Extended Data Fig. 4-2*B*, left side). These deviations were higher in frontal cortex with a group of regulated TADs containing mainly upregulated genes and another group containing mainly downregulated genes. In the hypothalamus, almost the all regulated TADs contained downregulated genes, while the striatum showed much lower deviations in the number of upregulated and downregulated genes per TAD (Extended Data Fig. 4-2*B*, left side). These deviations were significant for the frontal cortex (mean difference per TADs between the number of upregulated and downregulated genes of 3.78, *p* = 0.02), and for the hypothalamus (mean deviation of 2, *p* = 0.002), but not for the striatum (mean deviation of 1.14, *p* = 0.7; for a detailed explanation of the permutation test used, see Materials and Methods). These results indicate that in both the frontal cortex and the hypothalamus, responsive genes distribute accordingly to their fold change along the regulated TADs, showing intra-TAD coregulation.

Interestingly, over 70% of regulated TADs contained genes upregulated in the frontal cortex, and downregulated in the hypothalamus, supporting the idea that in some cases TADs are regulated differently depending on the brain area. Each regulated TAD contained genes correlating to different phenotypical variables or DE genes (Extended Data Fig. 4-2*B*, right side), suggesting that these functions could be finely regulated in space and time thanks to the TAD organization.

One example of a TAD containing coregulated genes is TAD 624 (Fig. 4*F*), with a group of genes mainly upregulated in the frontal cortex, mainly downregulated in the hypothalamus, and with less evident intra coregulation in the striatum (clusters of blue or red bars).

## Discussion

In this work, we were interested in understanding the mechanisms of transcriptional responses comparing mice receiving two different diet regimes, SC versus energy-dense, free choice diet, in brain regions involved in the homeostatic and hedonic control of feeding behavior.

The transcriptional profile in the frontal cortex, striatum, and hypothalamus was modified consistently with the transcriptional associated domain (TAD) segmentation pattern. We detected two levels of transcriptional regulation: a switch-like regulation with DE genes changing over 1.5-fold; and a “fine-tuned” gene regulation, with subtler expression changes but highly correlated with body weight gain and behavioral changes. Although the modulation of many genes was brain region specific, mapping of the transcriptional response at the TAD level revealed many TADs that were responsive (contained DE or correlating genes) in more than one brain area. Interestingly, the 37 TADs containing the highest number of regulated genes were common across brain areas. In most cases, genes in a given TAD were upregulated in one brain area and downregulated in another, indicating the importance of the TAD structure for achieving both a coordinated and brain area-specific response.

We conclude that the conserved TAD structure from Dixon et al. (2012), participates in orchestrating gene regulation within and among brain regions controlling energy intake and reward, probably allowing a coordinated homeostatic and hedonic response.

### Different physical and behavioral parameters correlate with transcription, suggesting a coordinated and specific response across brain areas

Our free-choice paradigm promoted body weight gain and meal pattern and behavioral changes in mice. In our microarray experiment, the hypothalamus showed a remarkably different transcriptional response compared to the striatum and the frontal cortex as revealed by multidimensional scaling. This would support the different role of the hypothalamus, which controls the homeostatic regulation, from the frontal cortex and the striatum, which control the hedonic regulation of appetite. This first approach used classical differential gene expression analyses that only consider those gene expression changes satisfying specific criteria of fold change and within-group variance (Phipson et al., 2016). However, thanks to our experimental design, we could directly test the correlation of gene expression with body weight and behavioral measurements. In fact, since we collected the brain samples 6 d after the test battery, our observed gene expression profiles might not only be the result of the diet (SC or CM) but also of the interaction of the chronic effect of the diet regime with the battery test performed (for example, a gene could be DE when comparing the CM and the SC groups but only after the two groups undergo the test battery). Of course, our experimental design does not allow to disentangle the respective contribution on gene expression of the diet, the behavioral battery, or their interaction, but that goes beyond our aim. What we can state is that whether an interaction between the effects of the diet and the behavioral battery occur or not, in both cases the observed differences would be triggered by the different diet regimes, since the test battery is performed in the exact same way for the two groups, and therefore would cancel out when computing the CM-SC contrast. This original approach revealed genes highly correlated with the phenotype, that otherwise would have been filtered out for having too subtle absolute differential expression fold changes and/or too high intra-group variability. To reduce the biases related to single variables, in the case of variables characterised by multiple types of measurements, we correlated the first principal component instead of single variables. For example, compulsivity is a complex behavioral domain that is reflected in increased grooming, impaired nesting behavior, increased overeating (energy intake) across days, especially when access to energy-dense diet is restricted, and inflexible behavior in the quinine adulteration test. We speculate that genes correlating directly to a given phenotypical variable are responding to our experimental design even if in a subtler way. Remarkably, the number of correlating genes varied significantly among brain areas in accordance with their distinct biological role in feeding behavior regulation. For example, inflexibility correlated with hundreds of genes in the frontal cortex and the striatum, the brain areas that are mainly responsible for this behavior, but not in hypothalamus, whose genes mainly correlated with body weight. This fits with the hypothalamic role in the homeostatic control of energy intake (Sisley and Sandoval, 2011).

Given the importance of this finding, we included both DE and correlating genes in our pathway analysis. Among the most significant pathways we found GO enrichment in “olfactory signaling-related processes” when analyzing DE genes in the frontal cortex and in the hypothalamus, and genes correlating with inflexibility in frontal cortex. There are >1000 olfactory receptor genes in the mouse genome, that encode G-protein-coupled receptor that work as chemical sensors in the brain (Garcia-Esparcia et al., 2013). Interestingly, among the natural ligands of those olfactory receptors are fatty acid derivatives (Sartorius et al., 2015) that would be increased by our CM diet. Other categories found consistently enriched are related to the immune response. For instance, compulsivity genes in frontal cortex were enriched in defensins and total intake genes in the striatum in leukocyte-related pathways. In line with this, it is known that obesogenic food can also induce neuroinflammation (Beilharz et al., 2015).

Moreover, according to the role of the striatum in reward and addiction, we found enrichment in the alcoholism pathway for striatal genes correlating with inflexibility and compulsivity (Volkow et al., 2013). The high overlap between striatal genes correlating with inflexibility and compulsivity suggests that the processes leading to compulsive and inflexible behaviors are similar in the striatum. In this region, genes correlating with eating rate were enriched in glyoxylate and dicarboxylate metabolism, and genes correlating with body weight with mitochondrial membrane. In the hypothalamus, we found genes involved with inflexibility that were enriched in pathways involved in the metabolism of glucose and fatty acids. For example, we detected an enrichment for the translocation of the glucose transporter GLUT4 on the plasma membrane, a pathway normally activated by insulin to allow the uptake of glucose from the bloodstream (Muretta and Mastick, 2009).

Finally, many categories involved in chromatin, epigenetic, and transcriptional regulation were specifically enriched when looking at genes correlating with body weight in the hypothalamus and compulsivity and inflexibility in the striatum. This suggests that these processes might be epigenetically regulated in these brain areas.

### TADs orchestrate the brain-area-specific response

In our dataset, some groups of genes, such as genes DE in frontal cortex and hypothalamus, genes correlating with inflexibility in frontal cortex, and genes correlating with compulsivity and inflexibility in the striatum were highly overlapping and shared biological pathways such as olfactory transduction. However, we also detected many region-specific genes, leading to region-specific pathway enrichments. We wondered how region-specific mechanisms would coexist with the need to coordinate different responses both intrabrain and interbrain areas.

Therefore, we explored the distribution of regulated genes along the chromosomes to identify potential regulatory mechanisms leading to the observed expression profiles. We found that both DE genes and subtly regulated genes correlating with phenotypic and behavioral variables were not randomly distributed throughout the genome but organized in genomic clusters, the TADs. The non-random organization of genes along eukaryotic chromosomes is well established and plays a role in the coordination of gene expression and, thus, might have a functional role at the transcriptional stage.

To detect the most relevant genomic regions responsive to our experimental design in brain, we focused our analysis on the TADs with the highest number of DE genes or genes correlating with some specific behavioral variables across brain areas (what we named regulated TADs). All regulated TADs contained genes responsive across brain areas, and correlating with different phenotypical variables, indicating that they are important for the regional coregulation in the brain, and for the coordination of the different responses initiated in our two groups of mice. Consistently with the homeostatic role of the hypothalamus, we found that the majority of the regulated TADs containing hypothalamic genes, contained genes correlating with body weight. Similarly, the frontal cortex or striatum genes contained in regulated TADs were correlated with inflexibility, in agreement with the role of these brain regions in the hedonic responses to food.

We observed that the DE or correlating genes contained in regulated TADs tended to have expression changes of the same sign, supporting the idea that TADs provide the epigenetic environment for coexpression of groups of genes (Tanay and Cavalli, 2013). Interestingly, many regulated TADs show a different direction of regulation depending on the brain area (the same TAD could contain for example genes mainly upregulated in one brain area and mainly downregulated in another).

The fact that the same TADs contain genes coregulated within a brain area and regulated in different directions across brain areas might be surprising at first but is consistent with the “epigenetic plasticity” model, for which a permissive or “plastic” chromatin state activate regulatory programs (Flavahan et al., 2017). Based on our findings, we could speculate that these regulated TADs are thus the genome regions of highest epigenetic plasticity.

### Conclusions, limitations, and future direction

Our results support the hypothesis that the homeostatic and hedonic control of eating behavior could be coordinated thanks to TADs inducing a specific and coordinated transcriptional changes both intrabrain and interbrain areas (Fig. 5). Of course, we cannot discard that the test battery itself affects the transcriptional profile; nonetheless the changes should affect similarly the CM group and the SC group.

**Figure 5.**
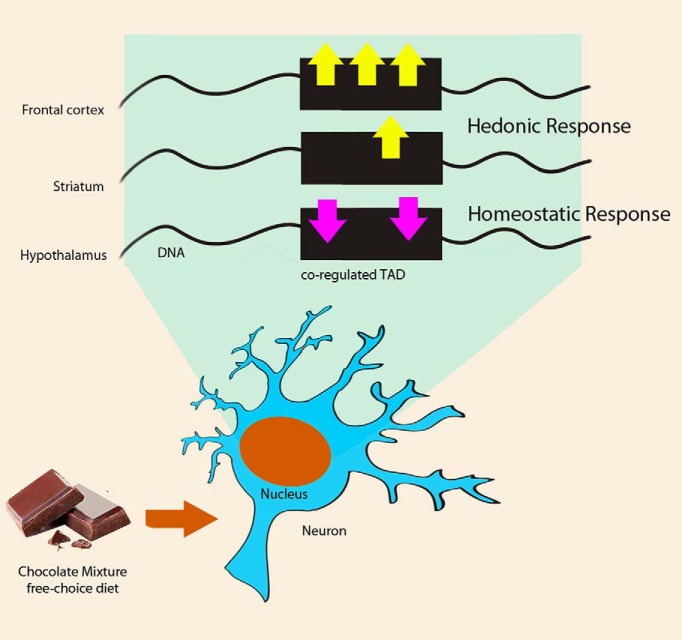
TADs orchestrate the transcriptional response both within and across brain areas. Cartoon depicting the response at the TADs level on free choice CM diet, in the nucleus of frontal cortex, striatum, or hypothalamus neurons. Differentially coregulated TADs is simplified as a black box, with yellow arrows standing for upregulated genes, and purple ones downregulated genes.

Also, we cannot rule out the possibility that our experimental design could affect the TAD structure, but given the fact that the domain structure is mainly stable (Barutcu et al., 2015), we assumed that the TAD boundaries remained intact. Expectedly, permuting those borders just slightly increased the *p* values associated with the Kruskal–Wallis test (but statistical significance was preserved). Finally, brain regions contain different cell types and we observe only the “final” averaged effect. Single-cell RNA sequencing or separation tagged cell populations could be used to assess which are the main cell subtype which are responding to the energy-dense diet. Our findings warrant future studies directly aimed to detect changes in the 3D genome organization on energy-dense diet.

# Supplementary material for: Overweight Mice Show Coordinated Homeostatic and Hedonic Transcriptional Response across Brain
**Source:** eNeuro. 2019 Jan 8;5(6):ENEURO.0287-18.2018. doi: 10.1523/ENEURO.0287-18.2018

**body weight (frontal cortex)**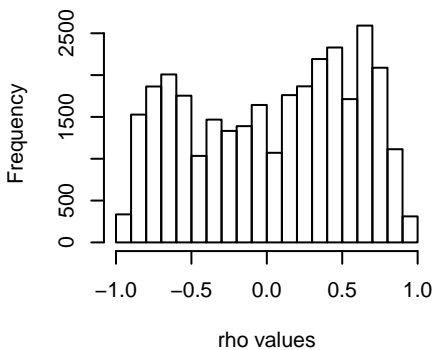**inflexibility (frontal cortex)**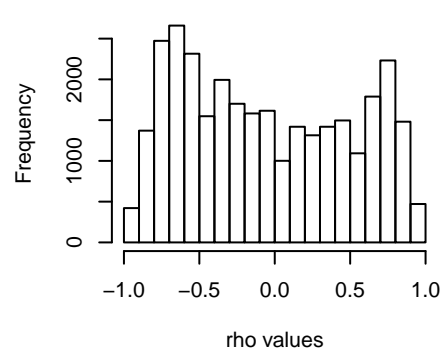**compulsivity (frontal cortex)**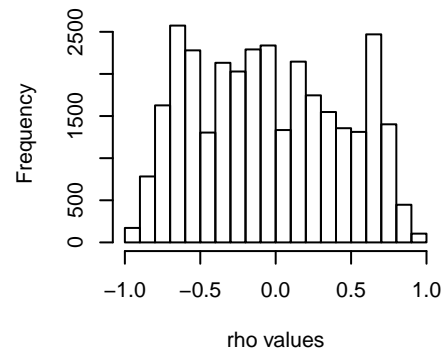**eating rate (frontal cortex)**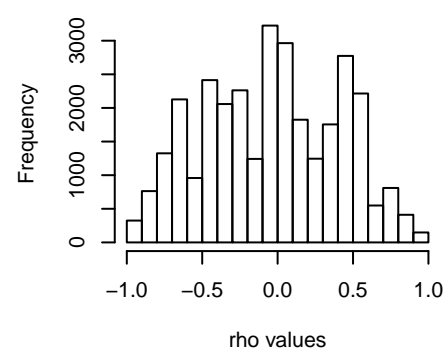**total intake (frontal cortex)**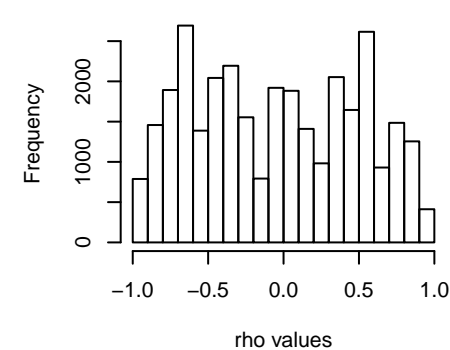**body weight (striatum)**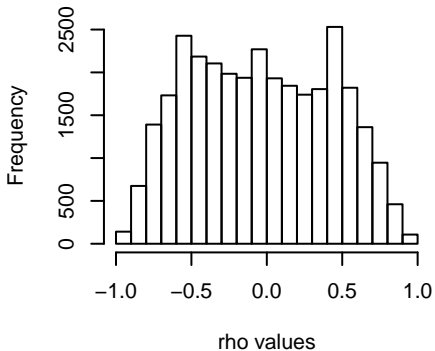**inflexibility (striatum)**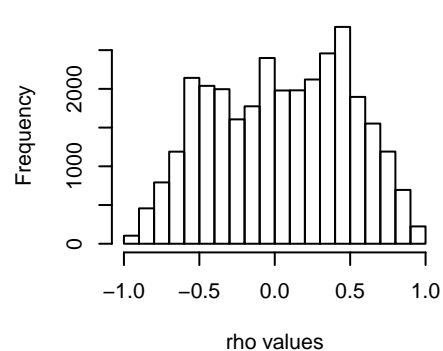**compulsivity (striatum)**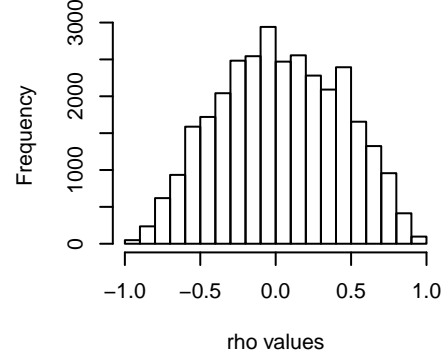**eating rate (striatum)**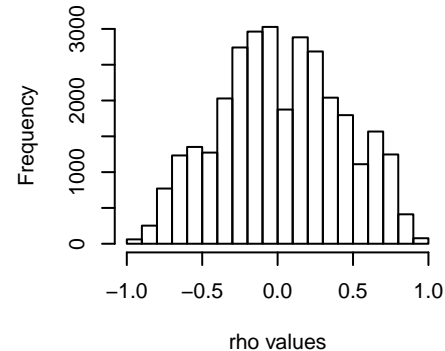**total intake (striatum)**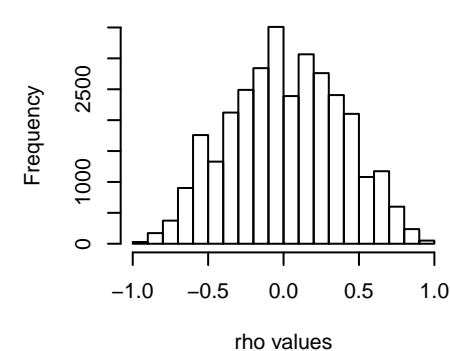**body weight (hypothalamus)**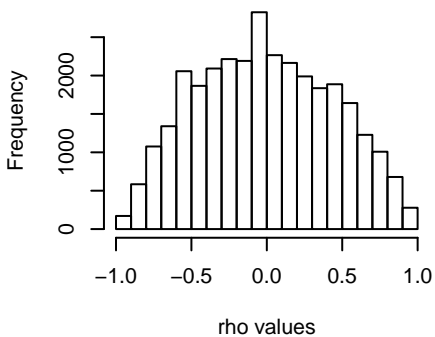**inflexibility (hypothalamus)**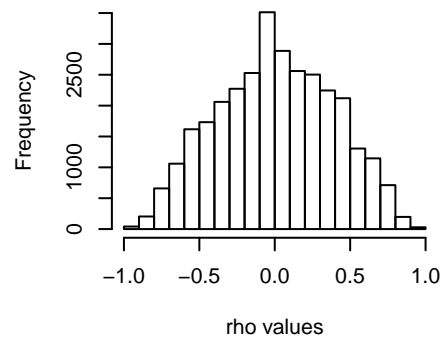**compulsivity (hypothalamus)**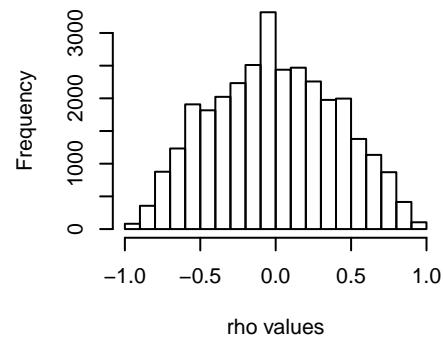**eating rate (hypothalamus)**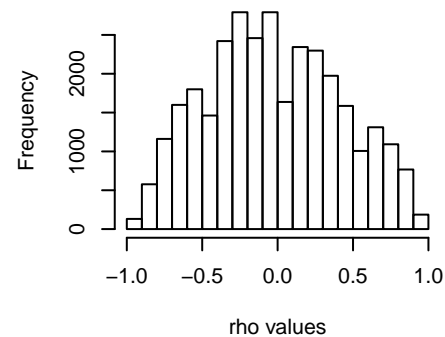**total intake (hypothalamus)**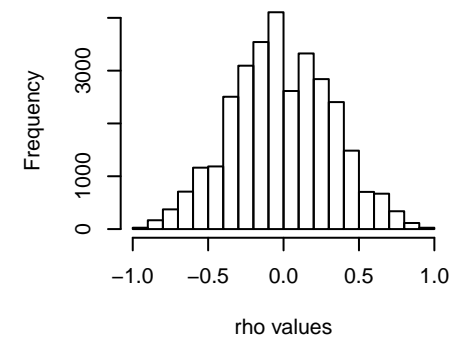

**Supplement:** Extended Data Figure 4-2 — (A). Heatmap showing the percentages of counts of the genes contained in the TADs set from Fig 4A over the DE gene and phenotypical variables for each brain area. Actual gene numbers are printed in cyan. (B) Left side. Heatmap where each row corresponds to a regulated TAD, each column to a brain region. The color code indicates the difference between upregulated and downregulated genes number (considering only DE and correlating genes), from yellow (more up- regulated genes), to violet (more downregulated genes), passing for white (equal number). Gray boxes are TADs without any regulated genes for that specific region. Right side. Heatmap where each column corresponds to DE and correlating genes for each brain region, and each row to a regulated TADs. The color code indicates the actual number of genes per each TADs in a given category. Download Figure 4-2, PDF file.

How the deposited data were processed for this re-analysis (not part of the article)

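Gene expression was measured on 23 one-color Agilent arrays of mouse frontal cortex (FC), striatum (ST) and hypothalamus (HT), from mice on standard chow (SC) or with access to a chocolate mixture (CM). There were 4 arrays per diet and region, and 3 for CM FC. The sample labels name the HT arrays as thalamic, and the paper's name was kept. The authors' scanner software (Feature Extraction 10.7.3.1) gave spot brightness as linear intensities, and the authors deposited these and a table of log2 values after background correction, quantile normalization, filtering and averaging. The rebuilt log2 values of 31395 probes differed from the deposited ones by at most 5e-09. Probe positions are those of the array annotation (mm9).

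The processing followed the authors' methods and code in R 4.3.3 with limma 3.58.1, statmod 1.5.0 and data.table 1.17.8. Median spot intensities were corrected with normexp (offset 0) and quantile normalized. Probes above 1.1 times the 95th percentile of the negative controls (log2) on at least 4 arrays were kept and averaged by transcript identifier. A linear model with 6 group means, array weights and the mouse as a random block (correlation -0.0398) was fitted to all arrays, with empirical Bayes moderation and Benjamini-Hochberg adjustment. The model has no slide term, as in the authors' code. The thresholds were 2-fold and an adjusted p under 0.01 for FC and ST, and 1.5-fold and an adjusted p under 0.05 for HT.

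The estimator of the array weights was chosen after values had been seen. The installed default (REML) was run first and gave 928, 228 and 57 DE probes in FC, ST and HT. The gene-by-gene estimator gave 922, 189 and 56, and it was made the main one after both had been compared with the part held of the authors' tables, 835, 830 and 831 probes of 31387. With it, the limma statistic differed from the authors' by at most 0.0054 and log2 fold changes by at most 0.0023. No overlap or enrichment was tested on these partial tables.

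Spearman's ρ was computed between log2 expression and 5 measures of the mice, with p from Fisher's z, among probes that changed by at least 10%, at an adjusted p under 0.05. The measures were joined to arrays by the order of mice in the authors' code, since no table pairing their names was found. Counts were compared with 100 random orders of the mice. Gene identifiers were assigned through the reference gene table, which matched 20207 of 31395 identifiers (64.4%), 18004 of them by accession. Gene families were taken from symbol prefixes (Olfr, Tas1r, Tas2r, Vmn1r, Vmn2r, V1r, V2r, Defa, Hist1h, Hist2h, Hist3h, Hist4h), tested with Fisher's exact test against all tested probes and with 1000 random probe sets matched on mean expression.

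The genes named are those of a rule: the 2 probes with the largest rise and the 2 with the largest fall among DE probes of each region whose SC and CM arrays do not overlap, every gene that the paper's enrichment tables list for a term resting on 5 or fewer genes, the olfactory receptor genes listed there for HT, and the genes of the marker lists for hypothalamus, thalamus, striatum, cortex, choroid plexus, olfactory epithelium, pituitary, red blood cells and sex. This rule, the tests, the thresholds and the alternatives, apart from those named as chosen later, were set before the data were examined. H2afj, Hist1h2ak, Supt6h and 1110034A24Rik are the array's names for the listed genes H2aj, H2ac15, Supt6 and Dnaaf2, matched through the reference gene table.

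The model was tested on simulated data with 200 of 31395 probes changed by a log2 of 1.5. These data had equal noise on every array and no correlation within a mouse, unlike the real arrays. Without slide differences it recovered 94.0%, 94.0% and 97.5% of them in FC, ST and HT, and with the slide as a fixed block 75.5%, 86.0% and 91.5%. At changes of 1.2 in FC and ST and 0.75 in HT, sizes chosen after the results were seen, it recovered 86.0%, 83.5% and 73.5%, and with the slide as a fixed block 54.0%, 63.0% and 44.5%. With simulated slide differences and no diet effect it made 1892, 645 and 991 calls, and 0, 0 and 0 with the slide as a fixed block. The correlation procedure called 286 probes with 7 mice and 283 with 8, of which 86 and 83 were false.

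Alternatives were tried for the slide, the mouse block, array weights, the arrays fitted together, spot signal, background offset, normalization, filter, averaging, thresholds, the correlation and its p, the 10% filter, and each array or mouse left out. KEGG, Reactome and GO enrichment and the analysis by topological domain were not repeated, because the gene sets and the full domain map were not used here. The behavioral experiments were not analysed here. The number of arrays limits the precision.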

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

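The tests of tissue composition and of olfactory epithelium on single arrays, the limits for the slide comparisons, the baselines for probe pairs and the reading of the opposite FC and HT signs were chosen only after the results were seen. Of 54 groups of 4 arrays, 11 held an array far from the others, where chance gives 2.7.

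The SC FC array of mouse L52 lay at -1.43 on the second dimension of the multidimensional scaling, while the other SC FC arrays lay between -0.35 and -0.29. Its log2 signal was 10.47 for AK087888, where the others lay between 7.03 and 7.34, and 9.41 for Lingo1, where they lay between 5.48 and 6.12. The SC HT array of L58 lay at 6.10 for Olfr170 (others 7.46 to 7.56), 7.35 for Olfr319 (others 8.28 to 8.45) and 7.09 for Olfr549 (others 8.06 to 8.21). The SC ST array of L52 lay at 4.25 for A_55_P2029673 (others 5.84 to 6.13). Each of these 3 arrays was the only one of its group on its slide. The CM ST array of O56 lay at 2.82 for A_55_P2029673 (others 3.87 to 4.08), on the same slide as the other CM ST arrays, at a signal that was not well above background. The thalamus list was lower on it by a median of -0.74, with 10 of 12 probes below all others, and what set it apart stays open.

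A slide difference is a candidate explanation for those arrays and for the DE probes. Among 12 SC arrays, limma found 2295 probes that differed between slides at an adjusted p under 0.05. The slide difference in the 8 SC arrays of the other regions had the sign of the diet change for 97.8% of FC, 97.9% of ST and 92.9% of HT DE probes, with r of 0.779, 0.702 and 0.538 across DE probes. In ST, the SC array on the slide of the CM arrays differed from them by a median of 0.174 over the DE probes, against 1.47 for SC arrays on other slides. In HT these values were 0.160 and 0.835. FC has no SC array on the slide of its CM arrays. The E1A control spots, 350 spots of 10 sequences, had a share of 0.425 of their variance between slides, where random assignments gave a median of 0.0769 (permutation test, p = 1e-04, the smallest that 10000 permutations can give), which is in line with a difference in labeling or hybridization. The means of the 3 slides for a control sequence ranged over a median log2 of 0.22 and at most 0.29. The slide differences from SC arrays had a median size of 0.29, 0.19 and 0.20 over all probes and of 1.002, 0.94 and 0.45 over the FC, ST and HT DE probes, so that what else differs between slides for the DE probes stays open. Over all regions AK087888 lay between 7.03 and 7.78 on slide 1 arrays and between 9.67 and 11.11 on the others. For Lingo1 these ranges were 4.94 to 6.12 and 7.45 to 9.84. Olfr170 lay between 6.06 and 6.52 on slide 2 and between 7.01 and 8.04 on slide 3. Olfr549 lay between 7.08 and 7.35 and between 8.06 and 8.38 there, and the ranges of Olfr319 overlapped. This argues against dissected tissue as the source of these AK087888, Lingo1, Olfr170 and Olfr549 values. For the rest, a difference in the dissected tissue stays open beside the slide for the 3 SC arrays. On the SC FC array of L52 the striatum marker list differed from the other SC FC arrays by a median log2 of -2.11, with 9 of 9 probes below all of them. On the CM FC array of O58 this list differed by 2.09 from the other CM FC arrays, with 9 of 9 above. O58 lay at -0.76 on the second dimension, and O54 and O56 at -1.60 and -1.46. All CM FC arrays were on slide 3, so the slide cannot set O58 apart, and dissected tissue is a candidate explanation there. On the SC ST array of L52 the hypothalamus list differed by 2.57, with 10 of 10 above, and 10 of 12 probes of the thalamus list were above too. On the SC HT array of L58 the hypothalamus list differed by 2.06, with 8 of 10 above, and the thalamus list by -1.35, with 10 of 12 below. The fixed slide block lowered the median size of the log2 fold changes of the DE probes from 1.23 to 0.23 in FC, from 1.19 to 0.16 in ST and from 0.75 to 0.19 in HT, with standard errors 2.03, 1.27 and 2.04 times as large. If slide differences are alike in the regions, this argues against a diet effect of the larger size for these sets. In ST 48.7% of the DE probes kept their sign, with r of 0.00756 between the 2 estimates. In FC and HT 69.5% and 82.1% kept it, with r of 0.584 and 0.654, on arrays from which the probes had been chosen. A smaller diet effect remains open.

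Chance cannot be excluded for the DE counts by other splits of the arrays. Of 35 splits in each region, 2 in FC, 3 in ST and 4 in HT gave as many DE probes, the real one included. The larger FC count, 1146, came from the split of the 3 slide 1 arrays against the rest. The larger ST counts, 239 and 230, came from splits with 4 slide 1 arrays on one side. In HT the counts of 77 and 62 came from splits with all 3 slide 3 arrays on one side. The largest HT count, 102, came from a split with arrays of slides 2 and 3 on both sides, which does not follow the slides. With the slide as a fixed block the DE counts were 0 in all 3 regions, with 2219, 1408 and 845 probes at an unadjusted p under 0.05 in limma. With a random slide block limma called 171 DE probes in FC, and 0 in ST and 0 in HT, with 4530 and 1928 at an unadjusted p under 0.05.

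The diet effect differed between FC and ST for 9454 probes and between FC and HT for 6267 probes at an adjusted p under 0.05 in limma, and with the slide as a fixed block for 0 and 0, with 1468 and 1507 at an unadjusted p under 0.05. The counts were 2150 and 662 with a random slide block, and 0 and 17 with a fixed block and no array weights, with 3004 and 4406 at an unadjusted p under 0.05. Of the 25 probes called in FC and HT, all had opposite signs, and 19 still had with the slide as a fixed block. This cannot be told apart from the design, in which the blocked FC and HT estimates share slide terms, so that 70.8% opposite signs come with no effect (two-sided exact binomial test, p = 0.665), and the probes were selected for the pattern. A difference between the regions in their response to the diet stays open.

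The CM ST array of O58 lay at 1.67 on the second dimension, where the other CM ST arrays lay between 0.94 and 1.03. The cortex marker list was lower on it by a median log2 of -2.10 than on the other CM ST arrays, with 6 of 8 probes below all of them, and the choroid plexus list was higher by 4.47, with 6 of 6 above. A difference in the dissected tissue is a candidate explanation. The CM HT array of O58 lay at 1.48 on the first dimension (others 1.83 to 1.89). The hypothalamus and thalamus lists together differed by -0.36, the hypothalamus list alone by -1.40, with 7 of 10 probes below all others, and the thalamus list by 0.16. The choroid plexus list was higher by 0.85, with 6 of 6 above, and the striatum list by 0.75, with 6 of 9 above, which goes with a difference in the dissected tissue. Tissue composition cannot be told apart from other causes there, since the thalamus list was not lower and a median over lists that go both ways decides nothing.

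The SC FC array of L54 had a log2 signal of 13.45 for Omp, where the other SC FC arrays lay between 7.15 and 7.25. Olfactory epithelium in the tissue would raise the other 6 genes of its list too, and their median difference was -0.13, with 1 of 6 above and 4 below all other arrays. What raised Omp on this array stays open, and no biological explanation was tested.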

How the results depend on the processing

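The REML array weights and the slide block without array weights were chosen after the data were seen, and so was the gene-by-gene estimator of the weights; REML weights gave 928, 228 and 57 DE probes in FC, ST and HT. Results that kept their direction and stayed within 1.5 times their value are given as counts. All 28 results did so without the mouse block, with quantile normalization within each region, with the deposited log2 values and with outlier spots left out, and all 6 did with REML weights and with 1 probe per gene name. With the mean spot signal 25 of 28 did. The test of the ST against the HT diet effect is not among these results. Its 0 probes at an adjusted p under 0.05 in limma became 310 without the mouse block and 128 with quantile normalization within each region. The count was 280 with the mean spot signal, 418 with REML weights and 141 with 1 probe per gene name. Where no probe was DE, an odds ratio of olfactory receptor probes has no value. The cause of the changes below was not tested, apart from the slide. Signal over background limits the folds, since 414 FC, 48 ST and 11 HT DE probes were not well above background on every array of the dimmer group.

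With the slide as a fixed block, limma called 0 DE probes in FC, 0 in ST and 0 in HT (2219, 1408 and 845 at an unadjusted p under 0.05), 0 were shared by FC and ST and 0 by FC and HT, and the median absolute log2 fold changes were 0.200, 0.120 and 0.128. Tas2r113 (-0.13) and Tas2r109 (-0.24) in FC, Olfr549 in HT (0.092) and Omp in FC (0.18) reversed. Without array weights as well, the counts were 0, 0 and 0 (4775, 2267 and 2559 unadjusted) and 0 and 0 shared. With the slide as a random block they were 171, 0 and 0 (7052, 4530 and 1928 unadjusted), with 0 and 0 shared. Without array weights they were 242, 0 and 0 (9052, 7766 and 1893 unadjusted), with 0 and 0 shared. With only the arrays of the region, ST and HT had 0 and 0 (7568 and 3980 unadjusted), with 0 and 0 shared. The label number as a replicate block gave 0 in ST (7867 unadjusted), 31 in HT, 0 shared by FC and ST and 13 by FC and HT. Mice with the same label number share only the number, with r between -0.32 and 0.14 across probes.

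The 75th-percentile scaling gave 2703, 449 and 88 DE probes, 328 and 49 shared, medians of 0.266, 0.217 and 0.124, and 2221 and 146 FC probes correlating with inflexibility and compulsivity, and 74, 98 and 0 HT probes with inflexibility, compulsivity and total intake. An offset of 50 gave 394 in FC, medians of 0.178, 0.147 and 0.0767 and 2 shared by ST and HT. Without the filter on dim probes ST had 4 and HT 8, with 0 shared by FC and ST and 4 by FC and HT. The filter on the linear scale gave 37 in HT and 16 shared by FC and HT. Spots well above background gave 95 in HT, 43 shared by FC and HT and 1 by ST and HT. By probe name there were 1549, 313 and 139, with 226, 64 and 1 shared. With 1.5-fold and an adjusted p under 0.1 there were 4111, 1736 and 106, with 1100, 76 and 16 shared. The odds ratio of olfactory receptor probes among FC DE probes was 1.93 without the filter on dim probes and 8.29 without array weights. In HT it was 4.76 without that filter (Fisher's exact test, p = 0.211) and 3.97 with the 75th-percentile scaling. It was 8.15 in HT with the filter on the linear scale, 6.79 by probe name and 40.9 with the offset of 50.

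With an exact permutation p, 0 probes correlated in each of the 15 combinations. With Pearson's r, FC had 11, 1, 18 and 50 for inflexibility, compulsivity, body weight and total intake, ST had 8, 2, 3 and 1 for inflexibility, compulsivity, body weight and eating rate, and HT had 0, 0, 188, 1 and 2 for inflexibility, compulsivity, body weight, eating rate and total intake. With slide effects subtracted, FC had 1688, 604, 1089 and 2284 for inflexibility, compulsivity, eating rate and total intake, ST had 805, 663, 283, 384 and 25 for inflexibility, compulsivity, body weight, eating rate and total intake, and HT had 101, 2476, 296 and 2 for compulsivity, body weight, eating rate and total intake, and the CM-SC difference of ST on the second dimension reversed (-0.037). On residuals after diet means, FC had 34, 1, 49 and 41 for inflexibility, compulsivity, body weight and total intake, ST had 4, 16, 4 and 1 for inflexibility, body weight, eating rate and total intake, and HT had 11, 14, 22, 0 and 15 for the 5 measures. Without ρ of exactly 1 or -1, FC eating rate had 2 and ST and HT total intake 0 and 0. Without the 10% filter, FC total intake had 192, ST 170, 56 and 5 for inflexibility, body weight and total intake, and HT 7, 25 and 239 for inflexibility, compulsivity and body weight.

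With each array left out, DE probes went from 708 (without SC FC L54) to 1244 (without SC FC L52) in FC, from 4 (without CM ST O54) to 448 (without SC ST L52) in ST and from 0 (without CM HT O54, 4003 unadjusted in limma) to 192 (without SC HT L58) in HT. Odds ratios of olfactory receptor probes went from 4.91 to 5.94, 0 to 1.04 and 0 to 13.5, and median absolute log2 fold changes from 0.211 to 0.248, 0.178 to 0.232 and 0.102 to 0.114. With each mouse left out, shared probes went from 0 to 321 (without L52) for FC and ST, 0 to 78 (without L58) for FC and HT and 0 to 6 (without L52) for ST and HT. Correlating FC probes went from 136 to 2939, 51 to 1758, 100 to 1409, 143 to 1221 and 391 to 1973 for inflexibility, compulsivity, body weight, eating rate and total intake, ST probes from 84 to 627, 1 to 933, 60 to 549, 15 to 2195 and 5 to 119, and HT probes from 34 to 255, 30 to 357, 354 to 476, 29 to 740 and 4 to 15. Omp in FC went from -1.78 to 0.056 (without SC FC L54).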

Differences from the paper's values

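The paper's numbers of DE genes are counts of gene identifiers, and they are compared with the gene identifiers matched here. These came through another gene table than the paper's, in which 64.4% of the tested identifiers matched a gene. Unmatched identifiers lower the counts here, so that the match and the processing cannot be told apart as sources of the gaps below. The paper's value for FC is 662, and here 415 gene identifiers were DE. Of the alternatives set before the data were examined, 1 value per probe name gave 533, within 1.5 times the paper's value, and the others did not come within it (from 0 with the slide as a fixed block to 2042 with 1.5-fold and an adjusted p under 0.1). The paper's value for ST is 142, and here 72 were DE. The 75th-percentile scaling of the processed signal gave 181 and 1 value per probe name gave 117, both within 1.5 times the paper's value. The other alternatives for ST, between 0 and 788, did not. The paper's value for HT is 44, and here 25 were DE. The 75th-percentile scaling gave 39, the mean spot signal 36, quantile normalization within each region 31, the filter on spots well above background 44, 1 value per probe name 44, and 1.5-fold with an adjusted p under 0.1 gave 56, all within 1.5 times the paper's value. The remaining alternatives for HT gave between 0 and 25 and did not.

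The paper ranks the size of the changes as frontal cortex, striatum, hypothalamus. The median absolute log2 fold changes had that order here, and with the slide as a fixed block HT (0.128) came above ST (0.120). A random slide block gave 0.196, 0.158 and 0.0955, in the paper's order.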

Other observations

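The comparison of marker lists on single arrays, the baselines for probe pairs and the limits that decide the slide comparison were chosen only after the results were seen.

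Low brightness was tested as an explanation for the olfactory receptor probes among DE probes. Of 1000 random sets matched on mean expression, 0 held as many as the FC DE probes and 0 as many as the HT DE probes. This argues against mean brightness alone among the probes that were kept. The sets were drawn after the filter on dim probes, so a part of that filter stays open. Without it the odds ratio was 1.93 in FC, against 5.47, and 4.76 in HT, against 13.5. In ST, where no olfactory receptor probe was DE, 1000 of 1000 sets held as many and nothing can be decided. Olfactory epithelium in the tissue was tested on a list of 7 genes, which it would raise. Their median log2 fold change in FC was -0.17, with 2 of 7 probes higher in CM mice. The list as a set therefore did not rise, although its probes went both ways. The slide stays open, since the family's medians with the slide as a fixed block were 0.03 in FC, 0.05 in ST and 0.03 in HT. Vomeronasal receptor probes, of which 10 of 98 were DE in FC (Fisher's exact test, p = 0.000618), all higher in CM mice, had a median of 0.40 and with the slide as a fixed block 0.11.

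A change of single probes and not of whole transcripts was tested on genes with more than 1 probe. The other probes changed with the same sign for 70.0% of 726 FC and 65.7% of 137 ST DE probes, against 45.6% in FC and 44.98% in ST from the share of each sign among all probes of the region. This argues against single probes as the whole cause in FC and ST. The other probes moved by a median of 0.224 in FC and 0.108 in ST in the direction of the DE probes, whose median was 1.21 in both, and 65 FC and 5 ST genes had more than 1 DE probe. For the differences of FC and ST from HT in SC mice the same sign came for 88.4% and 95.5%, so that a change of single probes stays open for part of the DE probes. In HT the same sign came for 59.5% of 79, which differs from 47.7% (exact binomial test, p = 0.0422) and not from an even share (p = 0.115), so that nothing can be decided.

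The order of the mice was tested as a source of the correlating probes. As many probes came from 4 of 100 random orders for FC inflexibility, 4 for FC body weight and 1 for HT body weight. For the others it was 10 for compulsivity, 22 for eating rate and 7 for total intake in FC. In ST it was 6, 21, 8, 19 and 68 for inflexibility, compulsivity, body weight, eating rate and total intake. In HT it was 29, 16, 8 and 72 for inflexibility, compulsivity, eating rate and total intake. Among 15 combinations, values as low as the first 3 can come by chance, and a difference between the diets stays open for them, since the values of CM and SC mice are separate.

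Log2 fold changes clustered along chromosomes in windows of 2 Mb. The Kruskal-Wallis H over 1139 windows was 2040.58 in FC, 1833.18 in ST and 2217.62 in HT. Reassignments of probes within bins of mean expression gave at most 1318.08, 1297.31 and 1321.53 (permutation test, p = 0.000999, the smallest that 1000 reassignments can give). Differences between slides among SC arrays clustered too, with H of 1975.45, 2449.88 and 2825.65, so that the slide is a candidate explanation. With the slide as a fixed block H was 2601.12, 1535.16 and 1673.6, a rise in FC and a fall in ST and HT. Reassignments of the blocked values within the bins gave at most 1307.66, 1336.63 and 1313.16 (permutation test, p = 0.000999 each). The blocked estimates share slide terms, and the reassignments only ask whether the values cluster at all. No other split of the arrays was tried here, so whether the slide is the whole cause of the clustering cannot be decided. A biological explanation was not tested. These windows are not the topological domains of the paper.

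The marker lists had these median log2 fold changes in FC, ST and HT. The hypothalamus list had -0.40, 0.18 and 0.12, the thalamus list -4.19e-05, -0.26 and 0.18, the striatum list -1.08, 0.22 and -0.38, and the cortex list 0.22, -0.04 and -0.25. Of the 9 striatum probes, 0 were higher in CM FC and 0 were DE there, so that a difference in the dissected tissue stays open for the FC contrast. The choroid plexus list had -0.72, 1.30 and -0.11, the olfactory epithelium list 0.08 in ST and 0.02 in HT, the list of red blood cells 0.27, 0.51 and 0.29 and the sex list -0.03, 0.30 and 0.10. Of 6 pituitary genes 2 were tested, with 1.34, -0.52 and -0.25, and Lhb was DE in FC (log2 fold change 2.16, limma adjusted p = 2.56e-05). In the HT arrays the median log2 signal was 11.79 for the hypothalamus list and 12.18 for the thalamus list, against 8.19 and 8.52 in FC.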
